# PRD-Class Homeobox Genes in Bovine Early Embryos: Function, Evolution, and Overlapping Roles

**DOI:** 10.1093/molbev/msac098

**Published:** 2022-05-05

**Authors:** Thomas D. Lewin, Ali A. Fouladi-Nashta, Peter W.H. Holland

**Keywords:** homeodomain, blastocyst, Crx, genetic redundancy, protein evolution, gene

## Abstract

Eutherian Totipotent Cell Homeobox (ETCHbox) genes are mammalian-specific PRD-class homeobox genes with conserved expression in the preimplantation embryo but fast-evolving and highly divergent sequences. Here, we exploit an ectopic expression approach to examine the role of bovine ETCHbox genes and show that ARGFX and LEUTX homeodomain proteins upregulate genes normally expressed in the blastocyst; the identities of the regulated genes suggest that, in vivo, the ETCHbox genes play a role in coordinating the physical formation of the blastocyst structure. Both genes also downregulate genes expressed earlier during development and genes associated with an undifferentiated cell state, possibly via the JAK/STAT pathway. We find evidence that bovine *ARGFX* and *LEUTX* have overlapping functions, in contrast to their antagonistic roles in humans. Finally, we characterize a mutant bovine *ARGFX* allele which eliminates the homeodomain and show that homozygous mutants are viable. These data support the hypothesis of functional overlap between ETCHbox genes within a species, roles for ETCHbox genes in blastocyst formation and the change of their functions over evolutionary time.

## Introduction

Eutherian Totipotent Cell Homeobox (ETCHbox) genes are a group of highly variable PRD-class homeobox genes specific to mammals. In humans, ETCHbox genes are expressed almost exclusively in the preimplantation embryo between the 4-cell stage and blastocyst, and this temporal expression pattern is broadly conserved in cattle (Madissoon et al. 2016; Maeso et al. 2016). The genes are thought to be involved in key transitions during embryonic development, acting as a vital component of regulatory networks active at the 8-cell stage and in the morula (Jouhilahti et al. 2016; Madissoon et al. 2016; Maeso et al. 2016; Mori et al. 2018; Royall et al. 2018; Taubenschmid-Stowers et al. 2022; Mazid et al. 2022).

The six ancestral ETCHbox genes (*ARGFX*, *DPRX*, *LEUTX*, *PARGFX*, *TPRX1*, and *TPRX2*) duplicated from the Otx-family gene *CRX* on the stem lineage leading to eutherians, and the ancestral eutherian ETCHbox repertoire likely consisted of one copy of each gene (Maeso et al. 2016). A curious property of the genes is their high propensity for duplication and loss, and the subsequent variation in the gene repertoires possessed by different eutherian species (Maeso et al. 2016; Royall et al. 2018; Lewin et al. 2021) (fig. 1). While humans (*Homo sapiens*) have a complement similar to that of the eutherian ancestor, having lost only *PARGFX* and undergone no duplications, the ETCHbox cluster of mice (*Mus musculus*) is very different, with *ARGFX*, *DPRX*, and *PARGFX* completely lost, only remnants of *LEUTX* detectable and *TPRX1* (called *Crxos*) and *TPRX2* (known as *Obox*) both duplicated (Royall et al. 2018). Indeed, *M. musculus* possesses a huge array of 66 *Obox* loci (Royall et al. 2018). The ETCHbox repertoire of European cattle (*Bos taurus*) is more similar to that of human, except that *DPRX* is a pseudogene and there is an extra *TPRX* duplicate (Maeso et al. 2016; Lewin et al. 2021).

**Fig. 1.**
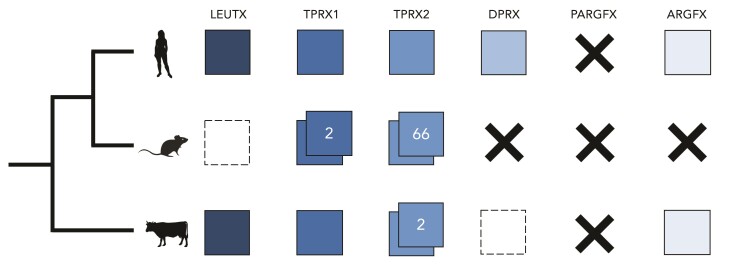
ETCHbox gene repertoires of human, mouse, and cattle. Colored squares indicate the presence of a functional gene. White squares with dashed borders represent pseudogenes, and a black X represents complete gene loss. Double squares indicate duplication; numbers show the quantity of duplicates of a given gene present in the genome.

In addition to extensive gain and loss, ETCHbox genes exhibit a much faster rate of sequence change across the eutherians than do other homeobox genes (Maeso et al. 2016; Lewin et al. 2021). They are an archetypal example of asymmetric evolution, as their “parent” *CRX* has been conserved while ETCHbox sequences have changed drastically (Maeso et al. 2016; Katayama et al. 2018; Royall et al. 2018; Lewin et al. 2021). These features are unusual for homeobox genes, which are generally highly conserved because they perform key roles in embryonic development and tissue patterning (Bürglin and Affolter 2016). ETCHbox genes, therefore, pose a conundrum: they show extensive evolutionary change in gene number and amino acid sequence, yet they seem to have conserved temporal expression patterns and are hypothesized to possess key roles in the developing embryo. To resolve this paradox we need to know if similar expression is associated with similar and overlapping gene properties, and/or whether conserved expression between species is masking changes in gene functions driven by extensive amino acid sequence change.

To address these questions, we focus on *B. taurus* (European cattle) because its repertoire of ETCHbox genes is similar to that of the ancestral eutherian and to that of humans. This allows comparisons to be made between orthologues of *Bos* and human. Furthermore, since humans are within the clade Euarchontoglires and cattle are within Laurasiatheria, this comparison may permit insight into the ancient roles of ETCHbox genes in Eutheria.

There is also intrinsic interest in studying genes that may play regulatory roles in cattle embryonic development. Cattle are enormously important agriculturally: there are an estimated 1–1.5 billion head of cattle worldwide, almost 72 million tonnes of beef and buffalo meat, and 840 million tonnes of milk is produced annually, and demand may increase further if the human population rises as expected (Delgado 2003; FAO 2009, 2019; Ritchie and Roser 2017). It is, therefore, worrying that selective breeding in cattle has sometimes been associated with decreased fertility (Lucy 2001; Sheldon and Dobson 2003; Oltenacu and Algers 2005; Berry et al. 2014), and such infertility is a major cause of cattle culling worldwide (Ahlman et al. 2011; Ansari-Lari et al. 2012; Chiumia et al. 2013; Rilanto et al. 2020). Reduced fertility is caused in large part by a high failure rate of preimplantation embryos, the point at which ETCHbox genes are expressed, with up to 56% of cattle embryos lost before the blastocyst stage (Diskin and Morris 2008). The cost of early embryonic mortality in cattle was estimated at an annual $1.28 trillion worldwide (Perkel et al. 2015) and hence there is a clear imperative to better understand preimplantation development in cattle and identify genes and cellular processes that may be compromised in certain cattle breeds.

In this study, we aimed to examine the function of proteins encoded by ETCHbox genes of cattle, and compare these to their orthologues in humans. The timing and location of ETCHbox gene expression makes them particularly challenging to study in their native setting, and previous work has, therefore, utilized ectopic expression to gain functional insights (Madissoon et al. 2016; Maeso et al. 2016; Royall et al. 2018). This approach, in which the homeobox genes are expressed in cultured cells, asks whether the encoded proteins can elicit changes to cells in which they are not normally expressed. Since homeobox genes encode transcription factors, this can be assayed by analyzing the transcriptome after ectopic expression, a method which has proved highly informative. In this work, we utilize transcriptomic analysis after ectopic expression to understand the function of ETCHbox genes in *B. taurus*, characterize a mutant allele of *B. taurus ARGFX*, and test whether functional roles have changed during mammalian evolution.

## Results

### Transfection of Homeobox Genes into Bovine Fetal Fibroblasts

In previous work, human ETCHbox gene function was studied by analyzing transcriptomic changes induced by ectopic expression in cultured fibroblasts, in which the genes are not natively expressed (Maeso et al. 2016). To facilitate comparison between orthologous bovine and human ETCHbox genes, here we conducted similar experiments using bovine genes in bovine fetal fibroblast (BFF) cells. First, we established a primary culture of fibroblasts from a biopsy of *B. taurus* fetal skin (supplementary fig. S1, Supplementary Material online). Second, we constructed expression plasmids carrying bovine homeobox genes *ARGFX* or *LEUTX* driven by a constitutive promoter, each connected by a peptide linker to a C-terminal 3xFLAG tag to facilitate downstream analysis. We also constructed an expression plasmid carrying a mutant allele of *ARGFX* identified in the ARS-UCD1.2 reference genome (Lewin et al. 2021). This allele has a 13 base pair (bp) deletion before the homeodomain resulting in a frameshift and truncated predicted protein. Immunocytochemistry showed that bovine ARGFX and LEUTX proteins both localize to the nucleus when transfected into cells, as expected for transcription factors (fig. 2). The mutant ARGFX protein was detected in the nucleus but was also abundant in the cytoplasm, suggesting the presence of a weaker nuclear localization signal. Control transfections were negative.

**Fig. 2.**
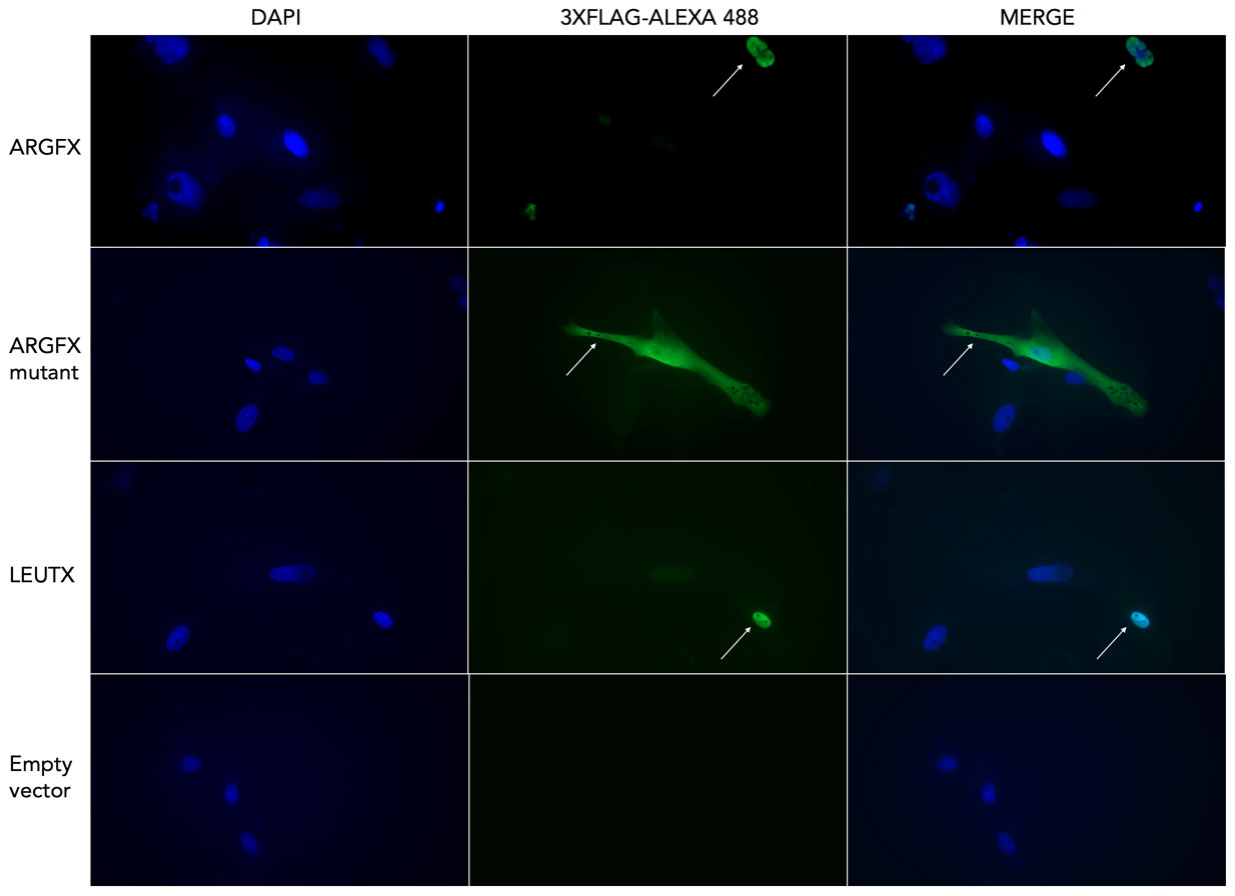
Immunocytochemistry analysis of BFF cells transfected with bovine ETCHbox genes. White arrows indicate cells with high expression of ETCHbox proteins. DNA is stained with DAPI (blue) to show cell nuclei. ETCHbox proteins are detected using Alexa Fluor 488-labelled antibodies to anti-FLAG antibodies (green). WT ARGFX and LEUTX proteins are localized to the nucleus; the mutant ARGFX is detected in the nucleus and cytoplasm. No green fluorescence is detected in samples transfected with the control plasmid.

### Transcriptomic Changes Induced by Bovine Homeobox Genes

We used transcriptomic analysis to determine whether ectopic expression of bovine *ARGFX* and *LEUTX* elicited gene expression changes in cells (supplementary table S1, Supplementary Material online). 

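RNA was sequenced from primary bovine fetal fibroblasts (BFFs), connective tissue cells cultured from a fetus, after transfection with a control plasmid (4 samples), a plasmid carrying wild-type (WT) ARGFX (4 samples), one carrying LEUTX (4 samples) or one carrying the mutant ARGFX allele (3 samples). The authors pseudoaligned the reads with kallisto to the ARS-UCD1.2 transcriptome, to which they had added the ETCHbox sequences, and summed the estimated counts per gene with tximport. The deposited table holds these expected counts for 21665 genes, without normalization, and 93.1% of its values are whole numbers. The total expected count per sample ranged from 25947911 to 28163565 in the control samples (median 26790101), from 31359218 to 35178524 with WT ARGFX (median 32741214) and from 26917853 to 35454192 with LEUTX (median 30598101). The paper gives its depth as sequencing reads, 77.7 M for the sample with fewest and 120.9 M for the one with most, whereas the values here rest on the expected counts. A pair of WT ARGFX columns carry the same header in the deposited table, and they were used as WT ARGFX samples without a replicate number. The expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, in 1 fit to all 15 samples. After edgeR's filter on low counts, 14264 genes were tested. Genes were called up- or downregulated at an adjusted p-value under 0.05, a fold change over 1.5 and a mean CPM (counts scaled to library size) above 5.37, which left 10094 genes that could be called. That CPM was set so that as many of the 1998 genes in the part of supplementary table S1 used here exceeded it as exceeded a mean TPM of 2 there, which was 1212 genes, and 1151 genes passed both. The transfected genes were checked first. ARGFX reached 3424 ± 720 CPM (SD, n = 4) in the WT ARGFX samples, where replicate 1 lay apart from the others with 4506 CPM after TMM normalization. Its expected count was at most 1 in each control sample, so that it was at least 31009-fold higher with WT ARGFX. LEUTX reached 1480 ± 203 CPM (SD, n = 4) in the LEUTX samples, at least 13758-fold higher than in the control samples.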

After transfection, RNA-sequencing (RNA-seq) followed by differentially expressed (DE) gene analysis identified which loci in the genome increased or decreased in expression level (fig. 3*A* and *B*; supplementary table S2*a*–*f*, Supplementary Material online). We found 518 and 725 genes up- and downregulated, respectively, following *ARGFX* ectopic expression, which likely includes direct and indirect targets. 

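With WT ARGFX, 551 genes were called up and 586 down among the 10094 genes that could be called, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and the upregulated genes include ARGFX itself. Of the alternatives tried, testing against a fold change of 1.5 with glmTreat moved the upregulated count most by ratio, to 67 genes up and 251 down, and leaving out the fold change threshold moved the downregulated count most, to 1866 genes up and 1742 down. Samples with the same replicate number did not deviate together (mean correlation of their deviations from the group means 0.01 over 16 pairs). With the replicate number as a block, over the 13 samples that carry one, 581 genes were up and 588 down, against 629 and 647 without the block over the same samples. Of the 232 genes read from the paper's list of upregulated genes (supplementary table S2a), 200 were called up here and the other 32 lay under the CPM threshold. Their median log2 fold change was 0.86 here, and the paper's median for them is 0.85. The largest increases among called genes, after ARGFX itself, were in MMP3 (ENSBTAG00000037768.3; log2 fold change 3.71, standard error 0.22, adjusted p = 2.07e-09 from edgeR's quasi-likelihood test) and MMP12 (ENSBTAG00000053542.1; log2 fold change 2.53, standard error 0.18, adjusted p = 2.01e-08 from the same test). Both are genes of one metalloproteinase family. In CPM after TMM normalization, MMP3 rose from 2.57 ± 0.76 CPM (SD, n = 4) in the control samples to 33.7 ± 7.73 CPM (SD, n = 4), and MMP12 from 3.48 ± 0.94 to 20.1 ± 1.79 CPM (SD, n = 4 each).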

*LEUTX* expression caused changes to a larger number of genes: 1,286 increased in expression level and 1,238 decreased. 

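With LEUTX, 1121 genes were called up, LEUTX itself included, and 1224 down, at the same thresholds and from the same fit as for WT ARGFX. The block on replicate number, over the 13 samples that carry one, gave 1173 and 1183 genes, and the fit without the block over those samples gave 1156 and 1190. Across the 15 fits that each left out one sample, between 1121 and 1200 genes were up and between 1182 and 1270 down. The largest estimated increase apart from LEUTX was in ENSBTAG00000009382.6, which had no count in any control sample and 28.1 ± 2.84 CPM (SD, n = 4) with LEUTX, at least 252-fold higher. ENSBTAG00000030484.2, with counts in every control sample, rose from 0.136 ± 0.058 to 222 ± 18.8 CPM (SD, n = 4 each), a log2 fold change of 10.6. The order of these increases is therefore not resolved at this depth.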

*ARGFX* expression downregulates more genes than it upregulates, and the genes that decreased in expression after *ARGFX* transfection had a greater average fold change and lower *P*-value than those that increased in expression (fig. 3*A*); this suggests that ARGFX primarily has a repressive role in this cellular context. 

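The absolute log2 fold change averaged 1.29 ± 1.31 (SD over genes) for the 586 genes downregulated with WT ARGFX and 0.78 ± 0.25 for the upregulated genes, the transfected gene left out. The difference of 0.51 was larger than any of 100000 permutations of the genes between both sets gave (two-sided permutation test, p = 1e-05, the smallest these permutations can give), with the reservation that genes are not independent replicates. These genes had passed the fold change threshold. Without that threshold the difference was 0.18, and with glmTreat 0.86. The median adjusted p-value from edgeR's quasi-likelihood test was 3.85e-05 for the downregulated and 0.000598 for the upregulated genes. Upregulated genes made up 48.5% of the calls. More genes were down than up under 23 of the 27 other settings tried. Among the 4 exceptions, 681 genes were up and 650 down without one of the unnumbered WT ARGFX samples.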

We performed gene ontology (GO) analysis on the DE gene sets (supplementary table S3*a*–*d*, Supplementary Material online).

**Fig. 3.**
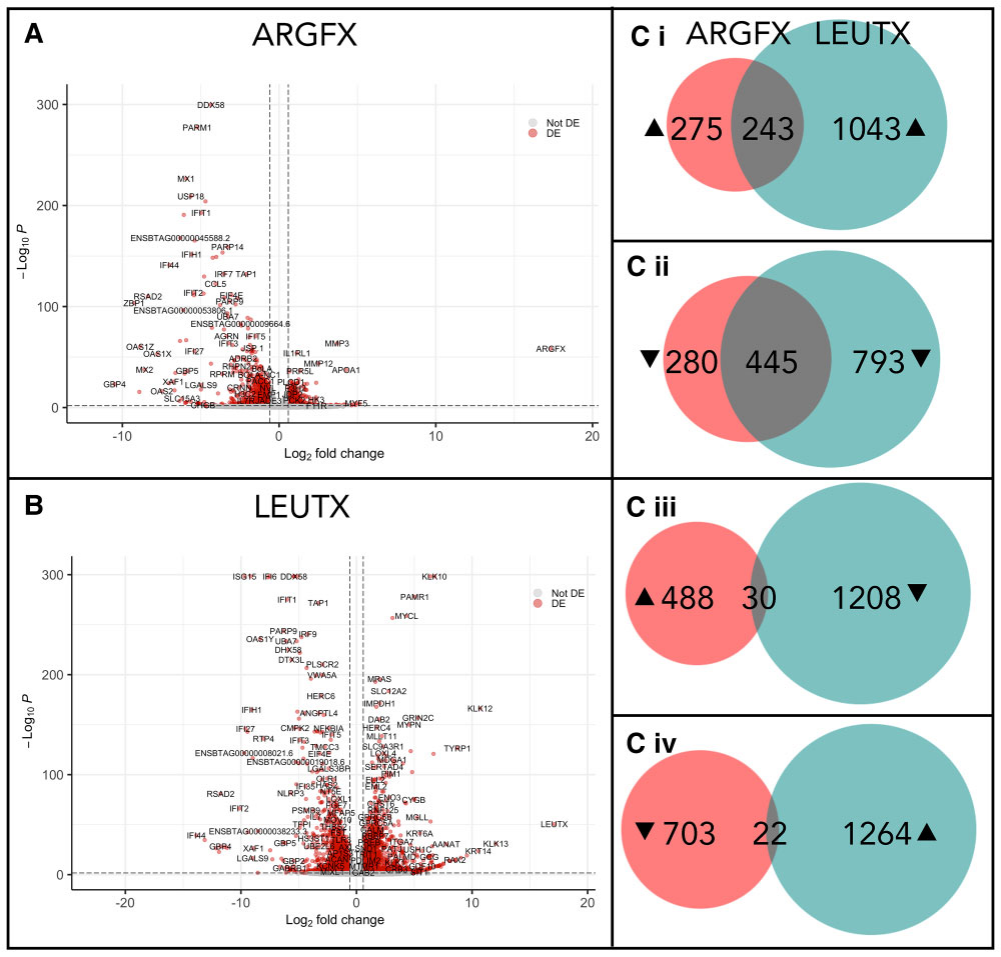
Transcriptional response to ETCHbox gene ectopic expression. Volcano plots showing genes DE in response to wild type (WT) (*A*) *ARGFX* and (*B*) *LEUTX* ectopic expression. Each point represents a gene. Points in red are considered DE (adjusted *P* < 0.05, fold change [FC] > 1.5). (*C*) Overlaps between sets of genes DE in response to *ARGFX* and *LEUTX* ectopic expression: (i) *ARGFX* (red) up, *LEUTX* (blue) up; (ii) *ARGFX* down, *LEUTX* down; (iii) *ARGFX* up, *LEUTX* down; and (iv) *ARGFX* down, *LEUTX* up.

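Of the 551 genes called up with WT ARGFX, 249 were also called up with LEUTX, which is 45.2% (95% Wilson confidence interval 41.1% to 49.4%, for counting error only). Of the 586 genes called down with WT ARGFX, 379 were also called down with LEUTX, which is 64.7% (60.7% to 68.4%). Both comparisons used the same 4 control samples. When each construct was compared with a separate pair of controls, the shares averaged 39.4% and 58.9% over the 6 assignments of the controls. With the same pair of controls for both constructs, they averaged 48.0% and 64.4%. With the replicate block the shares were 43.7% and 61.4%, against 42.4% and 57.8% without the block over the same 13 samples.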

We find that 47% of genes upregulated following *ARGFX* ectopic expression are also upregulated after *LEUTX* expression; 61% of genes downregulated by *ARGFX* expression are also downregulated by *LEUTX*. These overlaps between genes upregulated after *ARGFX* and *LEUTX* transfection (Fisher’s exact test *P* = 1.492 × 10^−90^) or downregulated in response to both genes (*P* = 5.176 × 10^−251^) are much greater than overlaps for genes affected antagonistically by *ARGFX* and *LEUTX*, for which there are no significant overlaps (6% genes upregulated in response to *ARGFX* are downregulated in response to *LEUTX*, *P* = 1.000; 3% genes downregulated in response to *ARGFX* are upregulated in response to *LEUTX*; *P* = 1.000) (fig. 3*C*). These analyses suggest a large degree of overlap in the cellular roles of bovine ARGFX and bovine LEUTX: the proteins perform similar functions rather than acting antagonistically. This is in contrast to data from humans, in which ARGFX and LEUTX act in opposite directions on the same group of genes (Maeso et al. 2016).

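Against the 10094 genes that could have been called, the odds ratio of being upregulated with LEUTX was 8.20 for genes upregulated with WT ARGFX (one-sided Fisher's exact test, p = 5.08e-99). For downregulation with both constructs it was 18.8 (one-sided Fisher's exact test, p = 7.60e-218). In the opposite directions, 42 genes upregulated with WT ARGFX were downregulated with LEUTX (7.62%, odds ratio 0.58), and 20 genes downregulated with WT ARGFX were upregulated with LEUTX (3.41%, odds ratio 0.27). The one-sided p-values for these sets, 0.9998 and 1.0, lay far from the threshold. With all 21665 genes of the table as the background, the first of these sets instead exceeded the background (one-sided Fisher's exact test, p = 0.0303).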

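Of the 551 upregulated and 586 downregulated WT ARGFX genes, the larger part of those that LEUTX also changed moved the same way, which the plot of both sets of fold changes shows. From the size of the same-direction overlaps beside the opposite-direction ones, the paper proposes that ARGFX and LEUTX have similar cellular roles.

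**Figure D1:**
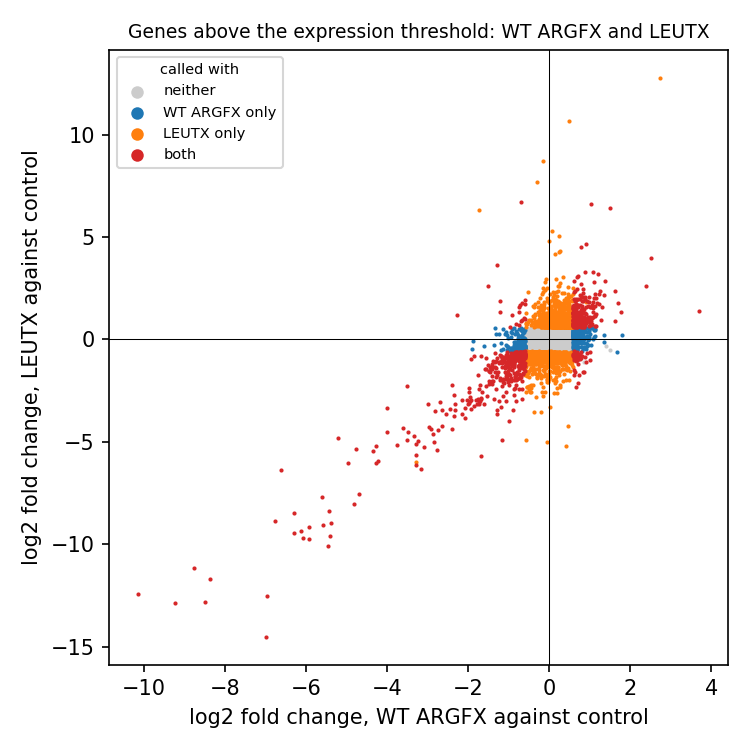
Each point is 1 of the genes above the expression threshold, the transfected genes apart, with its log2 fold change against control with WT ARGFX on the horizontal axis and with LEUTX on the vertical axis; colours show the construct with which it was called. The 379 genes called down with both lie in the lower left, and the 249 called up with both in the upper right.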

### Properties of Bovine, Human, and Mouse Homeobox Genes

The comparisons above suggest that bovine and human ETCHbox genes may not be performing identical roles. To investigate further, we compiled lists of genes DE in response to ETCHbox expression in three systems: bovine genes in bovine fetal dermal fibroblasts (this work), human genes in human dermal fibroblasts (Maeso et al. 2016), and mouse genes in mouse embryonic fibroblasts (Royall et al. 2018). We restricted lists of downstream genes to 1:1 orthologues; our dataset includes 21,666 bovine genes, of which 71.7% (15,534) had identifiable 1:1 orthologues in human and 71.6% (15,503) in mouse. Fisher’s exact test was then used to examine overlaps: this analysis asks whether overlap in the function of two genes is significantly greater than expected by chance. Indeed, many of the tests give apparently significant overlaps, hence we compared negative logs of adjusted *P*-values, which we call “overlap scores,” to extract biologically meaningful information: the higher the overlap score, the more the overlap exceeds the expected similarity. To provide context, previous work suggests that in humans ARGFX acts antagonistically to LEUTX and TPRX1, which have overlapping roles (Maeso et al. 2016).

Considering genes DE in response to bovine *LEUTX* expression, the highest overlap scores are for overlaps between: bovine *LEUTX* down (‘down’ referring to downstream genes that decrease in expression) genes and human *LEUTX* down genes (overlap score = 62.032), bovine *LEUTX* down genes and human *TPRX1* down genes (overlap score = 56.611), and then bovine *LEUTX* up (‘up’ referring to downstream genes that increase in expression) genes and human *LEUTX* up genes (overlap score = 26.833) (fig. 4*A*, points marked “1”). For example, 170 of the 1,019 bovine *LEUTX*-downregulated genes remaining after restriction to 1:1 orthologues are also downregulated by human *LEUTX*. Our test seeks to ask if this number is greater than expected by chance, and we conclude that it is (Fisher’s exact test *P* value = 9.28 × 10^−63^); from this, we deduce some conservation of function. Overall, these data suggest that *at least some aspects of the function of LEUTX are similar between humans and cattle*. Bovine *LEUTX*-downregulated genes also have a large overlap (overlap score = 29.979) with human *ARGFX* upregulated genes (fig. 4*A*, point marked “2”).

**Fig. 4.**
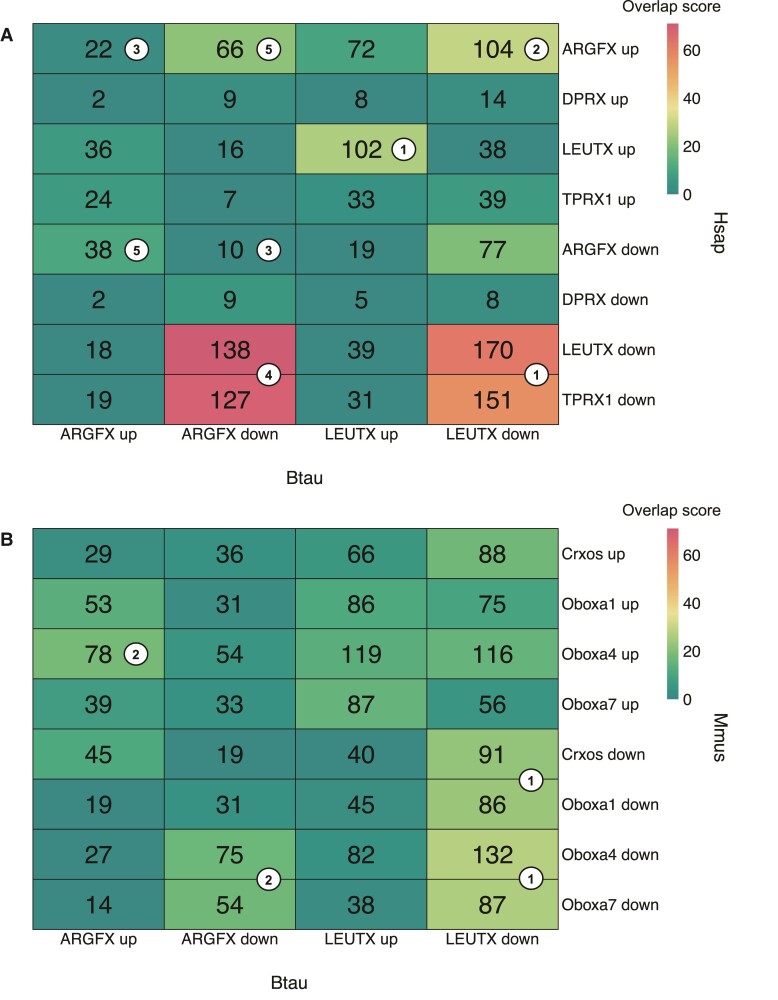
Overlap between genes DE in response to ectopic expression of (*A*) bovine and human and (*B*) bovine and mouse ETCHbox genes. For each comparison, numbers in the heatmap show the number of shared DE genes. Heatmap color scale reflects overlap scores. The greater the overlap score, the more the overlap of regulated genes exceeds that which is expected by chance. Overlap scores consist of −log_10_ multiple comparison-adjusted *P*-values from Fisher’s exact test for overlaps between gene sets. White dots with numbers mark points referred to in the main text. Btau, *Bos taurus*; Hsap, *Homo sapiens*; Mmus, *Mus musculus*.

Considering genes downstream of bovine *ARGFX*, we find minimal overlap with gene sets affected by human *ARGFX*, suggesting *bovine and human ARGFX have different properties* (fig. 4*A*, points marked “3”). Larger overlaps, indeed the most significant overlaps in the whole study, are found when bovine *ARGFX* is compared with human *LEUTX* or *TPRX1*: bovine *ARGFX* down genes and human *LEUTX* down genes (overlap score = 70.383); bovine *ARGFX* down genes and human *TPRX1* down genes (overlap score = 68.166) (fig. 4*A*, points marked “4”). This suggests *that ARGFX in cattle has similar properties to LEUTX and TPRX1 in humans*. There are also large overlaps between bovine and human *ARGFX* in opposite directions: bovine *ARGFX* down genes and human *ARGFX* up genes (overlap score = 21.460); bovine *ARGFX* up genes and human *ARGFX* down genes (overlap score = 10.320) (fig. 4*A*, points marked “5”). While this final comparison has a smaller overlap score, it is still the highest overlap for bovine *ARGFX* upregulated genes with any human gene. This suggests that *bovine ARGFX acts in the opposite direction to human ARGFX*.

Comparing bovine and murine genes, the highest similarity of lists of DE genes is between bovine *LEUTX* down and mouse *Crxos*, *OboxA1*, *Oboxa4*, and *Oboxa7* down genes, but these similarities are smaller than bovine/human overlaps (overlap scores = 22.113, 23.008, 27.870, and 26.094, respectively) (fig. 4*B*, points marked “1”). This suggests that bovine ETCHbox genes are more similar in function to human ETCHbox genes than to those of mice. The highest overlap score for bovine *ARGFX* up genes is murine *Oboxa4* up genes (overlap score = 18.860) and for bovine *ARGFX* down genes is murine *Oboxa4* (overlap score = 16.250) and *Oboxa7* (overlap score = 17.984) down genes (fig. 4*B*, points marked “2”). These data suggest that both bovine ARGFX and LEUTX act in broadly the same direction as the tested mouse ETCHbox genes.

### Relevance of Target Genes to Bovine Development

The bovine *ARGFX* and *LEUTX* genes are expressed in a tight temporal window during preimplantation embryonic development (Maeso et al. 2016). To investigate if the gene expression changes induced by ectopic expression in fibroblasts have functional relevance, we employed temporal expression clustering. This approach tests whether the set of downstream target genes in fibroblast cells are enriched for genes normally expressed in specific temporal patterns in the embryo. Using published transcriptomic data, we determined temporal expression profiles for all bovine genes expressed from oocyte to blastocyst and clustered these into 100 groups sharing similar temporal expression profiles. We then tested whether the gene sets DE in response to *ARGFX* or *LEUTX* expression were enriched for genes in any expression profiles (supplementary table S4, Supplementary Material online).

Genes that increased in expression after ectopic expression of both *ARGFX* and *LEUTX* are enriched for profile 48 (Fisher’s exact test adjusted *P* = 0.005 and *P* = 0.041, respectively), which comprises genes that show minimal expression before the blastocyst but are then strongly expressed at the blastocyst stage (fig. 5*A*; supplementary fig. S2, Supplementary Material online). This supports the above conclusion that ARGFX and LEUTX functions are overlapping. The gene set downregulated by ectopic expression of *LEUTX* is enriched for genes belonging to expression profile 45 (Fisher’s exact test adjusted *P* = 0.005). This profile comprises genes expressed specifically at the two-cell stage (fig. 5*B*). Finally, profile 36 is enriched in the gene set downregulated following *ARGFX* ectopic expression (Fisher’s exact test adjusted *P* = 0.011); these genes are activated specifically at the 8-cell stage (fig. 5*C*).

**Fig. 5.**
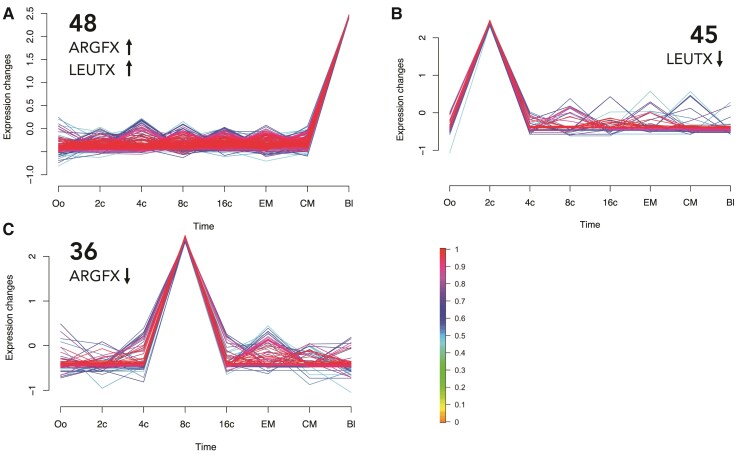
Temporal expression profiles for bovine genes enriched in the downstream target gene sets of ARGFX and LEUTX. Plots show normalized, standardized expression level as a function of developmental stage. Each line is the expression profile of one gene. Colors of lines show membership score from 0 to 1; membership score is a measure of how well the gene fits the profile. Genes with a score <0.5 were excluded from profiles. (*A*) Profile 48, *ARGFX* up and *LEUTX* up. (*B*) Profile 45, *LEUTX* down. (*C*) Profile 36, *ARGFX* down. Oo, oocyte; 2c, 2-cell; 4c, 4-cell; 8c, 8-cell; 16c, 16-cell; EM, early morula; CM, compact morula; Bl, early blastocyst.

We note that profile 48, upregulated by *ARGFX* and *LEUTX*, includes several genes with known roles in cell junctions and cell adhesion (*DSC2*, *EPDR1, FLRT2*), the cytoskeleton (*ACTG2, EPS8L2, HCK, MIB2, MYADM, PALLD, PLD2, SLC9A3R1, SMTN*), or the extracellular matrix (*COL15A1*, *COL5A2*, *COL5A3*, *COL6A3*, *CTHRC1*, *PXDN*) (supplementary fig. S2, Supplementary Material online), functions which are central to embryo compaction and the physical formation of the blastocyst. This suggests that bovine *ARGFX* and *LEUTX* regulate aspects of the structural formation of the blastocyst. Moreover, GO cellular component analysis of the shared gene set upregulated by *LEUTX* in both cattle and in humans (supplementary table S5, Supplementary Material online) shows extracellular matrix (GO:0031012) as an enriched function (*P* = 7.17 × 10^−4^), suggesting that this functional role may be conserved between the two species.

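Of these genes, 9 could be located in the count table, because supplementary table S2a pairs their symbols with identifiers; the rest were not analysed here. With WT ARGFX all 9 were called up, with log2 fold changes from 0.75 for COL5A2 to 0.97 for SMTN. That list holds the paper's own calls on these counts, so these increases are not an independent check. The comparisons with LEUTX and mutant ARGFX used the same control samples, and Supplementary Fig. S2 groups the genes by the paper's calls with LEUTX too. It lists CTHRC1, COL15A1 and COL6A3 for ARGFX alone and the rest of the 9 for both. With LEUTX, ACTG2 rose by a log2 fold change of 2.68 (standard error 0.16, adjusted p = 9.43e-10 from edgeR's quasi-likelihood test). SMTN rose by 1.64 and MYADM by 1.43 on the log2 scale. PXDN, COL5A2 and PLD2 rose by 0.72, 0.70 and 0.70. CTHRC1 rose by 0.43 (adjusted p = 0.0284 from the same test), under the fold change threshold. COL15A1 and COL6A3 moved the other way, with log2 fold changes of -1.57 (standard error 0.13, adjusted p = 5.30e-08 from the same test) and -0.85 (standard error 0.20, adjusted p = 0.00255 from the same test). In WT ARGFX samples, ACTG2 lay apart in one of the unnumbered samples, with 675 CPM after TMM normalization against 468 to 490 in the others. ACTG2 has close relatives among the actin genes, and the collagens form a family, so that pseudoalignment could split reads between members.

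**Figure D2:**
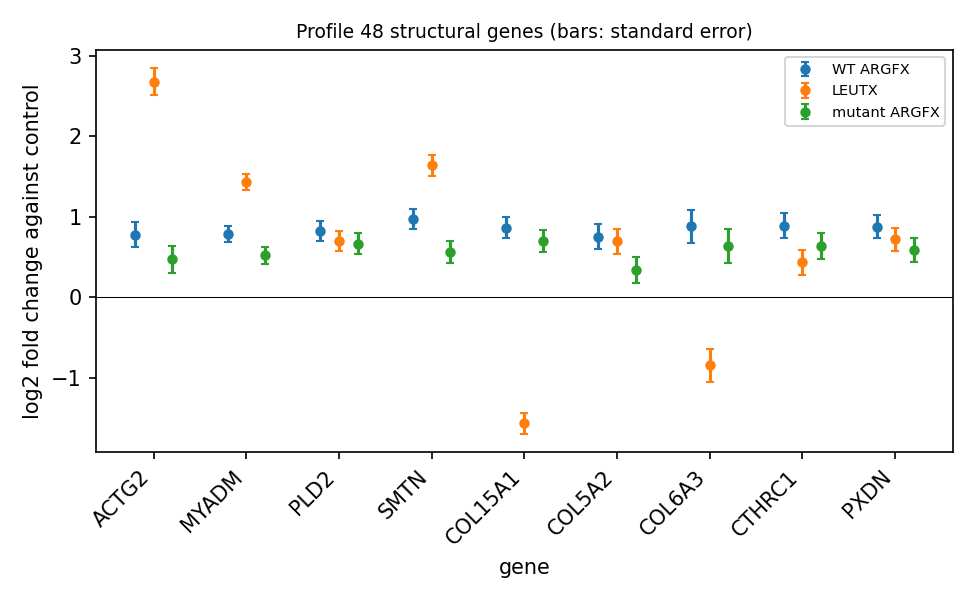
Log2 fold change against control (vertical axis) of the 9 located genes, with WT ARGFX, LEUTX and mutant ARGFX; points are estimates and bars standard errors. COL15A1 and COL6A3 lie above 0 with both ARGFX constructs and below 0 with LEUTX.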

### ETCHbox Genes and Cell Potency

Induced pluripotent stem cells can be generated from mouse and human somatic cells by the addition of just four transcription factors: MYC, KLF4, POU5F1, and SOX2 (Takahashi and Yamanaka 2006; Takahashi et al. 2007). In this work, we find that bovine *ARGFX* and *LEUTX* both downregulate *MYC*, and *ARGFX* also downregulates *KLF4*. Inspecting DE gene lists from published works, we find that human *DPRX*, *LEUTX*, and *TPRX1* all downregulate *KLF4* and that four tested mouse ETCHbox genes (*Crxos*, *Oboxa1*, *Oboxa4*, *Oboxa7*) also downregulated *Sox2* when expressed in fibroblasts (Maeso et al. 2016; Royall et al. 2018). Furthermore, bovine *ARGFX* and *LEUTX* both downregulate the pluripotency-related gene *GBP4* and, indeed, the total bovine *LEUTX*-downregulated gene set is enriched for genes defining an “undifferentiation network signature,” which is composed of genes that are considered markers of an undifferentiated cell state (Galan et al. 2013) (Fisher’s exact test, *P* = 0.002; supplementary table S6, Supplementary Material online). Overall, both bovine *ARGFX* and *LEUTX* downregulate genes linked with an undifferentiated cell state.

### Frequency and Properties of a Mutant Bovine *ARGFX* Allele

We previously identified a 13 bp deletion in the coding region of the *ARGFX* gene of the *B. taurus* reference genome ARS-UCD1.2 and showed that the indel is polymorphic, as several RNA-seq datasets exhibit the wild type (WT) allele (Lewin et al. 2021). Here, we investigate the frequency of the deletion allele and its effect on protein function. The mutation, a 13 bp deletion in exon 2, causes a frameshift that eliminates the homeodomain and truncates the protein (fig. 6*A*). We used the Bovine Genome Variation Database (Chen et al. 2020), which includes data from 432 *B. taurus* and *B. indicus* samples from 54 breeds, to assess the distribution of the two alleles. We find 25 of 54 (46%) breeds have at least one sampled individual with the mutant allele, and the limited sampling of some breeds suggests that the incidence may be higher. The reported mutant allele frequency is 0.122 across all samples and is highest in Jersey (0.917, 12 samples) and Hereford cattle (0.667, 21 samples) (fig. 6*B*; supplementary table S7, Supplementary Material online). Consistent with this, the reference genome ARS-UCD1.2 is from a Hereford individual. The deletion is present at least in low frequency in breeds originating from Africa, Asia, and Europe, and is found in both *B. taurus* and *B. indicus*. No other indels in the coding sequence of *ARGFX* are identified in the 432 samples.

**Fig. 6.**
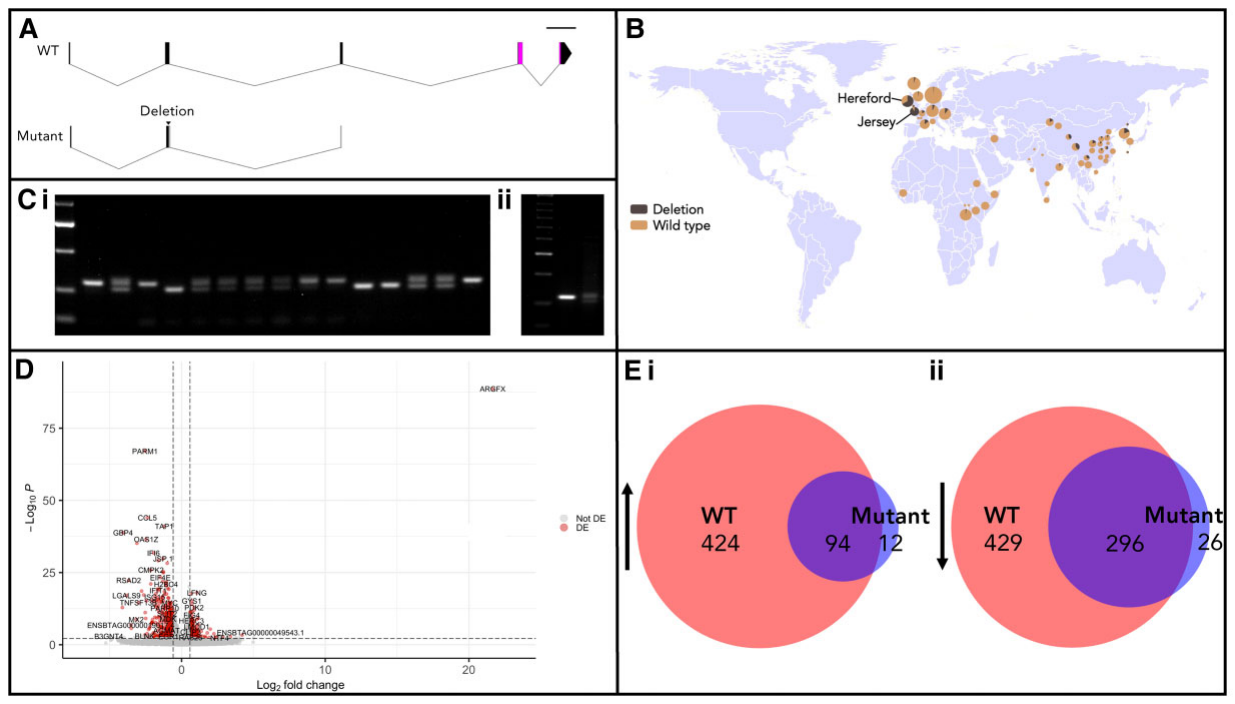
Characterization of a mutant bovine *ARGFX* allele. (*A*) Structure of WT and mutant genes and deduced proteins. The WT gene comprises five coding exons, with the homeobox (pink) split across exons 4 and 5. The mutant allele has a 13 bp deletion in exon 2 causing a frameshift (gray) and an early stop codon truncating the protein in exon 3 before the homeodomain. Scale bar 1 kb. (*B*) Map showing the distribution of the mutant allele. Dark brown/black = deletion, pale brown = WT. Pie charts show allele frequency for each breed; pie size proportional to sample size. Pie charts are located at the approximate location of the breed’s origin. Map generated using Bovine Genome Variation Database (Chen et al. 2020). (*Ci*) Agarose gel shows that individuals can be homozygous for the mutant *ARGFX* allele. PCR primers were used that anneal either side of the deletion site, producing a shorter amplicon in the deletion allele. Lane 1 = Bioline HyperLadder 50 bp. Lanes 2 and 16 = homozygous WT control. Lanes 3 and 15 = heterozygous control. Lanes 4 and 11 are homozygous WT Jersey individuals, lanes 5, 12, and 13 are homozygous mutant Jersey individuals and lanes 6, 7, 8, 9, and 14 are heterozygous Jersey individuals. Lane 10 is inconclusive, with a strong WT band and very weak mutant band. (*Cii*) Agarose gel showing that BFF cells have a WT *ARGFX* gene. Lane 1 = Bioline HyperLadder 50 bp. Lane 2 = BFF band. Lane 3 = heterozygote bands. (*D*) Volcano plot showing genes DE in response to *ARGFX* mutant ectopic expression. Each point represents a gene. Points in red are considered DE (adjusted *P* < 0.05, fold change [FC] > 1.5). (*E*) Overlaps between sets of genes DE in response to WT or mutant *ARGFX* ectopic expression: (i) upregulated by both and (ii) downregulated by both.

To test whether individuals homozygous for the mutant *ARGFX* allele can be viable, we used polymerase chain reaction (PCR) to screen samples from the Jersey breed. From 11 individuals, we found three that are homozygous for the mutant allele, demonstrating that the homozygous mutant is not lethal (fig. 6*C*). Five individuals were heterozygous, two were homozygous WT, and one sample was inconclusive. We sequenced the *ARGFX* gene of all three homozygous mutant samples to confirm that the deletion found by PCR in Jersey cattle is the same 13 bp deletion identified in the reference genome. We also used PCR to genotype the BFFs used for ectopic expression; these were homozygous for the WT *ARGFX* allele (fig. 6*C*).

Analysis of RNA-seq data (Graf et al. 2014) from embryo pools containing both alleles shows that *ARGFX* continues to be expressed from a mutant locus. 

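The mutant ARGFX samples were fitted together with the control, WT ARGFX and LEUTX samples. There were 3 of them, with total expected counts of 30758646, 28519622 and 41554242. A further sample, which the paper left out as an outlier, was not analysed here. ARGFX RNA reached 5462 ± 1592 CPM (SD, n = 3) in the mutant samples. That was 1.60 times the mean in the WT ARGFX samples (exact two-sided permutation test, p = 0.114). The smallest p that 3 against 4 samples allow is 0.0571. CPM is not adjusted for length and the mutant insert is shorter, so this ratio does not compare numbers of transcripts.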

To understand the impact on protein function, we generated an expression construct containing the mutant *ARGFX* allele, transfected this into bovine fibroblasts, conducted transcriptome sequencing, and compared the sets of genes that changed in expression in response to transfection of WT or mutant *ARGFX* (fig. 6*D*). We found that the mutant allele has a much smaller set of downstream effects than does WT *ARGFX*, but that the DE genes overlapped strongly with those regulated by WT *ARGFX*. 

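With mutant ARGFX, 116 genes were called up and 239 down against control at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, out of the same 10094 genes. Over the 13 samples with a replicate number, the block on that number gave 112 and 240 genes, and 145 and 243 were called without it. Leaving out one sample at a time gave 83 to 167 genes up and 203 to 279 down. In a direct comparison of WT with mutant ARGFX, 173 genes differed, 34 higher and 139 lower with WT ARGFX.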

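Of the genes upregulated with WT ARGFX, 102 (18.5%, 95% Wilson confidence interval 15.5% to 22.0%) were also upregulated with mutant ARGFX, and of the downregulated genes 227 (38.7%, 34.9% to 42.7%) were also downregulated. In the other direction, 87.9% of the 116 genes upregulated with mutant ARGFX (80.8% to 92.7%) and 94.98% of the 239 downregulated genes (91.4% to 97.1%) were called the same way with WT ARGFX. Both overlaps exceeded chance (one-sided Fisher's exact test, p = 2.52e-116 for up and 9.26e-283 for down). With a separate pair of controls for each construct, the shares of mutant ARGFX genes also called with WT ARGFX averaged 64.2% and 85.2%, against 93.2% and 95.5% when both used the same pair. With the replicate block, 17.0% and 37.8% of the WT ARGFX genes were shared, and 88.4% and 92.5% of the mutant ARGFX genes. Without the block over the same 13 samples, these shares were 20.7% and 35.7%, and 89.7% and 95.1%.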

Just 18% and 41% of genes up- and downregulated by WT *ARGFX*, respectively, were also regulated by the mutant *ARGFX* but 89% of the genes that increased in expression and 92% of those that decreased in expression after transfection of mutant *ARGFX* had the same response to transfection of WT *ARGFX* (fig. 6*E*). This suggests that the truncated mutant protein is able to perform a subset of the functions of WT ARGFX, but not additional functions. This retention of a limited function despite protein truncation may be facilitated by cofactors that bind to the intact part of the protein.

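The genes called with mutant ARGFX and not with WT ARGFX numbered 14 up and 11 down. LEUTX, with at most 11.3 expected counts in a mutant sample, is among the 14. Of the genes down with mutant ARGFX, 12 were not called down with WT ARGFX: these 11 and a gene called up with it. Apart from the transfected genes, 90 of the 114 genes upregulated with mutant ARGFX and 212 of the 239 downregulated changed more with WT ARGFX, with a median ratio of the log2 fold changes of 1.21 and 1.52. Of the genes called with WT ARGFX and not with mutant ARGFX, the direct comparison found a difference for 26 upregulated and 48 downregulated genes. Genes changed alike by WT ARGFX, mutant ARGFX and LEUTX numbered 59 up and 189 down. From the share of its genes that mutant ARGFX regulates in common with WT ARGFX, the paper proposes that the truncated protein performs part of the functions of WT ARGFX and no others.

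**Figure D3:**
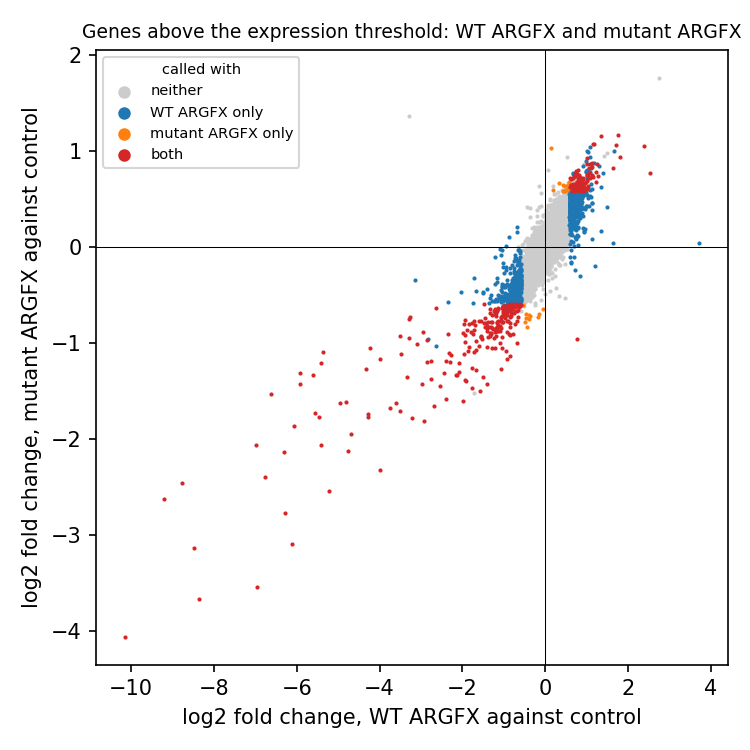
Each point is 1 of the genes above the expression threshold, the transfected genes apart, with its log2 fold change against control with WT ARGFX on the horizontal axis and with mutant ARGFX on the vertical axis; colours show the construct with which it was called. The strongest decreases reach -10.15 with WT ARGFX and -4.06 with mutant ARGFX.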

## Discussion

The ETCHbox genes are a group of eutherian-specific homeobox genes that exhibit several puzzling characteristics. They are homeobox genes with a highly specific, conserved temporal expression pattern in the preimplantation embryo, and which are inferred to play roles at key developmental milestones such as embryonic genome activation (Jouhilahti et al. 2016; Madissoon et al. 2016; Maeso et al. 2016). Given this, one might expect them to be highly conserved but, in reality, the genes display rapid sequence evolution, and are also duplicated and lost at an unusually high rate (Maeso et al. 2016; Royall et al. 2018; Lewin et al. 2021).

We utilized ectopic expression to examine the roles of ETCHbox genes in cattle, and find evidence for large functional overlap between bovine *ARGFX* and *LEUTX*. This is consistent with the hypothesis that there is partial redundancy between ETCHbox proteins, and that this is one of the causes of the genes’ unusual evolutionary patterns (Lewin et al. 2021). Such redundancy may also explain why a frameshift mutation of *ARGFX* is not lethal when homozygous and has risen to a population allele frequency of over 10%; however, we stress that we do not know if homozygous mutant embryos have the same rate of survival as those with a fully functional copy of *ARGFX*. Regardless, there would be reduced selection against a suboptimal allele if gene function in the preimplantation embryo is redundant with *LEUTX*. Indeed, of the 424 ARGFX up genes and 429 ARGFX down genes which the mutant ARGFX protein fails to properly regulate, 45% and 48%, respectively, are also regulated in the same direction by LEUTX. This provides further evidence that LEUTX is able to directly compensate for the presence of a truncated ARGFX protein. Such redundancy may underpin why ETCHbox genes are lost in evolution at an elevated rate and, in this example, we may be observing this process in action: redundancy between two ETCHbox genes allowing one to move toward pseudogenization.

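Here 448 genes upregulated and 359 downregulated with WT ARGFX were not called with mutant ARGFX. LEUTX upregulated 189 of the former (42.2%, 95% Wilson confidence interval 37.7% to 46.8%) and downregulated 190 of the latter (52.9%, 47.8% to 58.03%), both more than among the genes that could have been called (one-sided Fisher's exact test, p = 8.47e-68 and 1.84e-82). All these comparisons used the same control samples, which could raise the shares, and separate control pairs were not tried for them. With the replicate block the shares were 39.9% and 46.7%, against 39.0% and 43.8% without the block over the same 13 samples.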

To test whether ETCHbox gene sequence divergence is accompanied by functional change, we compared the transcriptional response to ectopic expression between humans and cattle. Human and bovine ETCHbox orthologues share 48–77% amino acid sequence identity in their homeodomains and 36–54% identity across the full protein. We were surprised to find that *B. taurus* and *H. sapiens ARGFX* genes show minimal functional overlap, and that *B. taurus ARGFX* likely performs a function similar to that of *H. sapiens LEUTX*, and opposite to that of *H. sapiens ARGFX.* The change in broad functional roles is not seen, however, for LEUTX proteins, which have highly similar effects in human and bovine cells. We also found that bovine ETCHbox genes regulate gene sets that are more similar to those regulated by human ETCHbox genes than murine ETCHbox genes; this is consistent with the greater similarity of bovine ETCHbox sequences to those of humans than those of mice (Royall et al. 2018). In interpreting these results, we note the caveat that the human and cattle experiments were similar but not identical: analysis of human ETCHbox genes used ectopic expression in adult cells and analyzed transcriptome change 48 h posttransfection (Maeso et al. 2016), the bovine experiment used fetal cells, with RNA extracted after 72 h. These differences might cause variation in the gene sets regulated. Overall, however, these data suggest that significant changes in functional roles are a feature of ETCHbox evolution.

We utilized temporal expression profiling of bovine embryonically expressed genes to gain insights into the function of ETCHbox genes in the preimplantation embryo. The logic to this analysis is that if, during normal embryonic development, bovine ETCHbox genes upregulate or downregulate suites of genes at a particular stage, this may be replicated when the genes are ectopically expressed in cell culture. We find one temporal profile enriched in both the *ARGFX* and *LEUTX* upregulated gene sets: this profile consists of genes that have minimal expression up until the blastocyst but are then strongly induced. We suggest, therefore, that bovine *ARGFX* and *LEUTX* are involved in blastocyst formation. Interestingly, many blastocyst genes that are upregulated by *ARGFX* and/or *LEUTX* possess known roles in cell junctions and cell adhesion, the cytoskeleton or the extracellular matrix (supplementary fig. S2, Supplementary Material online). These functions are critical to embryo compaction and the structural changes that occur during morula and blastocyst formation (Albertini et al. 1987; Vestweber et al. 1987; Lehtonen et al. 1988; Enders et al. 1990; Damsky et al. 1993; Koyama et al. 1994; Hardy et al. 1996; Fleming et al. 2000; Fleming 2001; Watson and Barcroft 2001; Eckert and Fleming 2008; Hasley et al. 2017; Aberkane et al. 2018; Lim and Plachta 2021); this suggests that ETCHbox genes are involved in coordinating the physical process of structural formation of the blastocyst. We note, however, that, despite GO analyses suggesting that this role may be conserved in humans, a similar response of “blastocyst genes” was not detected in experiments using human cells (Maeso et al. 2016). One possible explanation for the difference is that blastocyst gene expression could be a downstream effect, not observed in the human experiments when transfected cells were harvested sooner (Maeso et al. 2016). We do not find induction of the proinflammatory genes *S100A9* or *TNFA*, implicated in inducing an inflammation response in uterine cells at implantation (He et al. 2019).

The timing of ETCHbox genes’ expression in cattle and human, peaking just before blastocyst formation, and for *ARGFX* continuing into the blastocyst (Maeso et al. 2016), is consistent with the hypothesis that bovine and human ETCHbox genes are involved in coordinating the physical process of blastocyst formation. A function for ETCHbox genes in embryo compaction and the structural formation of the blastocyst is also consistent with their absence in the sister lineage to placentals, marsupials, which do not undergo compaction, possess a morula stage or form an inner cell mass as part of their blastocyst (Renfree and Lewis 1996; Renfree 2010; Renfree and Shaw 2014; Royall et al. 2019). The upregulation of the same temporal profile by both ARGFX and LEUTX supports the contention that bovine ARGFX and LEUTX have overlapping functions.

The bovine *LEUTX*-downregulated gene set is enriched for genes expressed at the 2-cell stage, suggesting that *LEUTX* may downregulate the 2-cell program as part of the exit from the 2-cell stage. Intriguingly, *ARGFX* downregulates a temporal profile comprising genes expressed at the 8-cell stage. This profile is similar to that identified in previous work (Maeso et al. 2016) as downregulated by ectopic expression of human *LEUTX* and *TPRX1*, and upregulated by *ARGFX* (fig. 7); this supports our earlier conclusion that *B. taurus ARGFX* performs the opposite role to human *ARGFX* and is more similar functionally to human *LEUTX.* Overall, the temporal expression profiles enriched in the gene sets regulated by ectopic expression of ETCHbox genes are consistent with the timing of ETCHbox expression in cattle development, indicate that the ectopic expression experiments lead to the activation of realistic embryonic targets, and suggest that ETCHbox genes are involved in blastocyst formation.

**Fig. 7.**
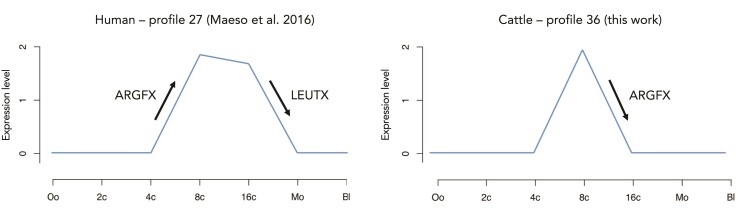
Temporal expression profiles for genes upregulated in response to *ARGFX* expression in human (Maeso et al. 2016) and downregulated in response to *ARGFX* expression in bovine (this work). Oo, oocyte; 2c, 2-cell; 4c, 4-cell; 8c, 8-cell; 16c, 16-cell; Mo, morula; Bl, early blastocyst.

We find that human and bovine ETCHbox genes downregulate the expression of Yamanaka factors, and that the total bovine *LEUTX*-downregulated gene set is enriched for genes of the “undifferentiation network signature” of the early preimplantation embryo (Galan et al. 2013). Cells of the preimplantation embryo undergo a reduction in their potency as the totipotent blastomeres of early development undergo lineage specification and differentiation to form the blastocyst (Lu and Zhang 2015; Hu 2019); the downregulation of genes associated with an undifferentiated state is, therefore, consistent with the timing of ETCHbox genes’ expression just prior to blastocyst formation.

Finally, we also examined which gene targets had the strongest response to ETCHbox expression. Eight of the ten downregulated genes with the highest fold change were common between *ARGFX* and *LEUTX*; seven of these eight genes (*GBP4*, *IFI44*, *MX2*, *OAS1X*, *OAS1Z*, *RSAD2* [*VIPERIN*], *ZBP1*) are known to be interferon-stimulated genes (ISGs), which are regulated via the JAK/STAT signaling pathway (Indraccolo et al. 2007; DeFilippis et al. 2010; Hu et al. 2011; Seo et al. 2011; Kane et al. 2013; Schneider et al. 2014; Vladimer et al. 2014; Hernandez et al. 2015; Harwardt et al. 2016; DeDiego et al. 2019; Kuepper et al. 2019; Tirumurugaan et al. 2020). 

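Among called genes, 7 of the 10 with the largest decrease were common to WT ARGFX and LEUTX, and all 7 were also called down with mutant ARGFX. The count table lists these genes by identifier only. All 10 of the WT ARGFX list were called down with LEUTX, and all 10 of the LEUTX list with WT ARGFX. ENSBTAG00000014529.5 had the lowest estimated log2 fold change with WT ARGFX, falling from 21.9 ± 5.34 CPM (SD, n = 4) in the control samples to no more than 3 counts in any WT ARGFX sample, at least 241-fold lower. ENSBTAG00000034349.4 had the lowest estimate with LEUTX, falling from 93.4 ± 17.5 CPM (SD, n = 4) to no count in any LEUTX sample, at least 961-fold lower. Of the LEUTX list, 6 genes had no more than 3 counts in every LEUTX sample, as had 1 gene of the WT ARGFX list in every WT ARGFX sample, so that the order of the largest decreases is not resolved at this depth in either list.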

Two more ISGs, *XAF1* and *IFIT2*, are in the top 10 downregulated genes for *ARGFX* and *LEUTX*, respectively (Sun et al. 2008; Zhou et al. 2013). Moreover, the overall gene sets downregulated in response to *ARGFX* and *LEUTX* expression are each enriched for six GO Biological Process terms related to the interferon response (table 1). Overall, these data suggest that the expression of ISGs is downregulated by bovine *ARGFX* and *LEUTX*.

**Table 1.** Interferon-related GO Terms Enriched in *ARGFX* and *LEUTX*-Downregulated Gene Sets.

Interferon-related GO term	Bovine *ARGFX* FDR-adjusted *P*-value	Bovine *LEUTX* FDR-adjusted *P*-value	Bovine *LEUTX* and Human *LEUTX* Overlap FDR-adjusted *P*-value
Cellular response to interferon-beta (GO:0035458)	NS	NS	2.89 × 10^−3^
Cellular response to interferon-gamma (GO:0071346)	NS	NS	1.24 × 10^−3^
Cellular response to type I interferon (GO:0071357)	1.32 × 10^−2^	1.66 × 10^−2^	5.63 × 10^−4^
Interferon-gamma-mediated signaling pathway (GO:0060333)	NS	NS	1.31 × 10^−5^
Positive regulation of interferon-alpha production (GO:0032727)	NS	NS	1.28 × 10^−2^
Positive regulation of interferon-beta production (GO:0032728)	NS	NS	3.99 × 10^−6^
Positive regulation of type I interferon production (GO:0032481)	NS	NS	1.48 × 10^−6^
Regulation of interferon-alpha production (GO:0032647)	NS	NS	1.30 × 10^−3^
Regulation of interferon-beta production (GO:0032648)	NS	NS	1.34 × 10^−7^
Regulation of type I interferon production (GO:0032479)	NS	NS	3.63 × 10^−8^
Response to interferon-alpha (GO:0035455)	1.74 × 10^−3^	2.71 × 10^−3^	8.50 × 10^−3^
Response to interferon-beta (GO:0035456)	2.54 × 10^−4^	3.91 × 10^−3^	7.75 × 10^−5^
Response to interferon-gamma (GO:0034341)	4.69 × 10^−3^	1.18 × 10^−3^	5.27 × 10^−5^
Response to type I interferon (GO:0034340)	8.14 × 10^−4^	3.50 × 10^−3^	6.51 × 10^−7^
Response to type III interferon (GO:0034342)	NS	NS	3.40 × 10^−2^
Type I interferon signaling pathway (GO:0060337)	4.57 × 10^−2^	3.82 × 10^−2^	6.83 × 10^−3^

NOTE.—GO biological process terms related to interferon signaling enriched in gene sets downregulated by *ARGFX* and *LEUTX*. *P*-values are from binomial tests with FDR corrections for multiple testing. FDR, false discovery rate; GO, gene ontology; NS, not significant.

Through what mechanism are ETCHbox genes regulating ISGs? We suggest that ETCHbox genes are capable of downregulating the JAK/STAT pathway: we find that bovine *LEUTX* and/or *ARGFX* stimulate downregulation of expression of *JAK2*, *STAT1*, *STAT2* and upregulation of the JAK/STAT inhibitors *PIAS3* and *PIAS4* (supplementary table S2, Supplementary Material online). Since cell surface receptors compete for JAKs, meaning that JAK concentration is often a limiting factor for JAK/STAT signaling (Haan et al. 2006; Schneider et al. 2014), this downregulation of *JAK2* may result in a direct downregulation of JAK/STAT signaling potential. We note that there is also downregulation of the JAK/STAT inhibitors SOCS1-5; while this may initially seem counterintuitive, these are also ISGs and are upregulated by JAK/STAT, so a decrease in their expression is consistent with reduced JAK/STAT signaling (Matsumoto et al. 1997; Krebs and Hilton 2001; Bousoik and Montazeri Aliabadi 2018). The JAK/STAT signaling pathway plays important roles in preimplantation development at the time of normal ETCHbox expression. For example, in mice the pluripotency factor POU5F1 acts via JAK/STAT3 signaling to induce pluripotency (Stirparo et al. 2021), and JAK/STAT3 signaling alone can induce naïve pluripotency during reprograming (Yang et al. 2010; Van Oosten et al. 2012). In cattle, the JAK/STAT pathway is vital for inner cell mass gene expression and development (Meng et al. 2015). Indeed, it has been found that JAK/STAT signaling is essential for pluripotency maintenance, self-renewal and the prevention of differentiation (Niwa et al. 1998; Nichols et al. 2001; Do et al. 2013; Stirparo et al. 2021); the downregulation of JAK/STAT signaling is, therefore, consistent with the above result that genes involved in the maintenance of an undifferentiated cell state are also downregulated by ETCHbox genes. Together with the temporal profile analyses, these data suggest that ETCHbox genes are involved in the promotion of blastocyst structural formation, and downregulate genes involved in the undifferentiation network in cells, possibly via the downregulation of JAK/STAT signaling. GO terms related to interferon signaling are strongly enriched in the set of genes commonly downregulated by human and bovine *LEUTX* (table 1 and supplementary table S8, Supplementary Material online); this suggests that this function is conserved between humans and cattle.

## Conclusions

Fast-evolving homeobox genes pose a conundrum in developmental biology since they contrast so markedly from the evolutionary conservation typical of homeobox genes. In this work, we utilized an ectopic expression approach to compare the functions of bovine ETCHbox genes to those of humans and mice and found evidence suggesting that, remarkably, the function of bovine *ARGFX* is highly different to that of its human orthologue and is more similar to that of human *LEUTX.* This suggests that the gene’s function has undergone a transition since the divergence of humans and cattle. In addition, we found that bovine *ARGFX* and *LEUTX* upregulate blastocyst-expressed genes, including genes involved in cell adhesion, the extracellular matrix and the cytoskeleton; we suggest that these genes have overlapping roles in orchestrating structural changes during blastocyst formation. Our results also suggest that ETCHbox genes downregulate JAK/STAT signaling, and that this may result in the downregulation of genes associated with an undifferentiated cell state. Finally, the existence of a frameshift allele that truncates the bovine ARGFX protein and eliminates many of its functions, but is nonlethal when homozygous, supports the hypothesis of redundancy between ETCHbox proteins.

## Materials and Methods

### Cell Isolation and Culture

Primary BFFs were isolated from the torso skin of a 6-month-old *B. taurus* fetus from a pregnant female sacrificed at an abattoir, using a method similar to that used to isolate human dermal fibroblasts (Vangipuram et al. 2013). Briefly, a 1 cm^2^ section of skin was excised, transported on ice and washed 3 times with sterile phosphate-buffered saline (PBS) (Gibco #10010015). Subcutaneous fat was scraped off and the tissue was minced with a scalpel. Five 2 mm^2^ pieces were placed in each well of a 0.001% poly-l-lysine-coated (Sigma-Aldrich, #P4832-50ML) 6-well plate, covered with a sterile glass coverslip, and 2 ml BFF media added. BFF media is Dulbecco’s modified Eagle medium (Gibco #41965039) with 10% heat-inactivated fetal bovine serum (Gibco #10500064), 1% penicillin-streptomycin (Gibco #15140122), and 1% amphotericin B (Gibco #15290026). Outgrowth was allowed for 18 days at 37 °C with 5% CO_2_, with the culture media changed every 3 days before cells were washed three times in 2 ml PBS and detached with 2 ml TrypLE Express enzyme (Gibco #12604013) at 37 °C with 5% CO_2_ for 20 min. TrypLE Express was neutralized with 5 ml BFF medium, the coverslip removed, cells and medium transferred to a 50 ml Falcon tube and centrifuged for 5 min at 1,200 rpm. Cells were washed twice with 10 ml BFF medium and centrifuged, then seeded into 0.001% poly-l-lysine-coated T75 flasks. To maintain growth, fibroblasts were incubated at 37 °C with 5% CO_2_ and passaged one flask to four every 3–4 days at 70–80% confluency. Genomic DNA was extracted using a DNeasy Blood and Tissue Kit (Qiagen #69504), and the *cytochrome c oxidase subunit I* gene amplified by PCR (primer pair 1; supplementary table S9, Supplementary Material online) and sequenced to verify species identity of the cultured cells (supplementary fig. S3, Supplementary Material online). Cells were tested and negative for mycoplasma contamination.

### Ectopic Expression

*Bos taurus ARGFX* and *LEUTX* intron/exon structures were determined previously (Lewin et al. 2021). Where multiple isoforms were present, the isoform with the highest FPKM (Fragments per kilobase of transcript per million mapped reads) value and possessing an exon structure matching that of the human gene was used. *ARGFX* and *LEUTX* complete coding sequences with a C-terminal GGGGSGGGGS linker and 3xFLAG were synthesized by ThermoFisher GeneArt and Twist Bioscience, respectively (supplementary fig. S4, Supplementary Material online). Sequences were cloned into plasmid pSF-CMV-Puro-COOH (OXGENE #OG3422) under the control of a CMV promoter using XhoI (Thermo Scientific #FD0695) and NotI (Thermo Scientific #FD0593) (primer pair 2). An *ARGFX* mutant containing the 13 bp deletion found in the ARS-UCD1.2 reference genome was produced using a Q5 Site-Directed Mutagenesis Kit (New England BioLabs #E0554S). The deletion was induced with primer pair 3, then primer pair 4 used to replace the premature stop codon caused by the frameshift with the GGGGSGGGGS linker and in-frame 3xFLAG. Constructs were validated by Sanger sequencing (primer pair 5).

Cells were transfected with either the WT bovine *ARGFX* gene, *LEUTX* gene, mutant *ARGFX* gene or empty pSF-CMV-Puro-COOH vector as a control. For transfection, 1 million cells (passage <6) were resuspended in 98 μl Opti-MEM (Gibco #11058021), combined with 2 μl of 5 μg/μl endotoxin-free plasmid, electroporated with a 2 mm gap using a NEPA21 Super Electroporator (NEPAGENE) and seeded in 2 ml BFF medium. The medium was changed after 24 h, and puromycin (Sigma Aldrich #P8833) added at 4 μg/ml to select for transfected cells. After 72 h, RNA was extracted using an RNeasy Plus Micro kit (Qiagen #74034). RNA purity was measured using a Nanodrop ND-1000 spectrophotometer and RNA integrity checked using an Agilent 2100 Bioanalyzer.

For one sample of each construct, immunocytochemistry was undertaken to check for protein expression using an antibody to 3xFLAG, as described in previous work (Maeso et al. 2016) with the following differences: primary antibody = monoclonal mouse anti-FLAG M2 antibody (Sigma Aldrich #F1804-50UG) 1:100, 4 h incubation time; secondary antibody = goat antimouse IgG (H + L) superclonal recombinant secondary antibody with Alexa Fluor 488 (Invitrogen #A28175) 1:1000, 1 h incubation time. Cells were mounted using SlowFade Gold Antifade Mountant with DAPI (Invitrogen #S36938) to stain DNA and visualized with a Zeiss Axioskop 2 Plus fluorescence microscope and Zeiss Axiocam 202 mono camera. Images were processed using ImageJ.

### Analysis of RNA-seq Data

RNA sequencing was performed on four biological replicates for each plasmid using the Illumina NovaSeq 6000 Sequencing System (Novogene), giving between 77.7 million and 120.9 million paired-end 150 bp reads per sample. Reads were filtered to remove those containing adapters, those with *N* > 10% and those of low quality (Qscore < 5). Quality control was performed using FastQC version 0.11.8 (Andrews 2010), MultiQC version 1.8 (Ewels et al. 2016), and Trimmomatic version 0.39 used to trim reads (Bolger et al. 2014). The pseudoaligner kallisto version 0.46.1 (Bray et al. 2016) was used to align reads to the *B. taurus* ARS-UCD1.2 transcriptome and quantify abundances; *B. taurus* ETCHbox sequences were added to the transcriptome before pseudoalignment. STAR version 2.7.9a (Dobin et al. 2013), StringTie version 2.1.7 (Pertea et al. 2015), and the Integrative Genomics Viewer (Robinson et al. 2011) were used to align, assemble, and visualize reads of *ARGFX* and *ARGFX* mutant samples to verify that the correct version was expressed. R version 4.1.0 was used for data analysis (R Core Team, 2020). Tximport version 1.20.0 was used to create count tables (Soneson et al. 2016), and DESeq2 version 1.32.0 used for DE analysis (Love et al. 2014). The false discovery rate (FDR = 0.05) method was used to correct for multiple testing. Genes with an adjusted *P*-value < 0.05, fold change > 1.5, and mean TPM (transcripts per million) > 2 were considered DE. One of the four *ARGFX* mutant samples was excluded as it was an outlier on PCA plots, clustering with *ARGFX* WT samples (supplementary fig. S5, Supplementary Material online). Volcano plots were created using R package EnhancedVolcano version 1.10.0 (Blighe et al. 2021) and Venn diagrams with BioVenn (Hulsen et al. 2008). GO analysis (Ashburner et al. 2000) was completed using PANTHER version 16.0 (Thomas et al. 2003; Mi et al. 2013, 2021) using binomial tests and an FDR correction for multiple testing (FDR = 0.05).

We tested whether there were significant overlaps between the genes DE in response to the expression of *B. taurus*, *M*. *musculus*, and *H. sapiens* ETCHbox genes. To achieve this, we combined the bovine data from this work with lists of genes reported to be DE in response to *H. sapiens ARGFX*, *DPRX*, *LEUTX*, and *TPRX1* ectopic expression and mouse *Crxos*, *Oboxa1*, *Oboxa4*, and *Oboxa7* ectopic expression (Maeso et al. 2016, Royall et al. 2018). Gene lists were first restricted to 1:1 orthologues, identified using OMA (Altenhoff et al. 2021; supplementary table S10*a* and *b*, Supplementary Material online). Fisher’s exact test was then used to test for overlaps in the gene sets up- or downregulated by bovine *ARGFX* or *LEUTX* and each of either the human or mouse ETCHbox genes. Many of these tests produce significant overlaps so, to identify the “most significant” overlaps and facilitate clearer comparisons, we calculated an overlap score consisting of the −log_10_ of the multiple comparison-corrected *P*-value. The greater the overlap score, the more the overlap in the genes’ activity exceeds that expected by chance. For these tests, the Benjamini-Yekutieli FDR method (Benjamini and Yekutieli 2001) (FDR = 0.05) was used to correct for multiple testing because it does not assume independence of tests.

To gain insights into the role of bovine ETCHbox genes in the preimplantation embryo, temporal expression profile clustering was employed. To obtain a dataset for clustering, raw reads from a published bovine embryonic RNA-seq dataset (Jiang et al. 2014), covering oocyte, 2-cell, 4-cell, 8-cell, 16-cell, early morula, compact morula and blastocyst stages, were downloaded from NCBI SRA (PRJNA254699) and mapped with STAR (Dobin et al. 2013), then transcripts were quantified with StringTie (Pertea et al. 2015) as above. Mfuzz version 2.52.0 (Kumar and Futschik 2007) was then used to cluster bovine embryonically expressed genes into temporal expression profiles. The fuzzy c-means algorithm of Mfuzz was selected as it is more robust to the noise present in RNA-seq data than is k-means clustering. Clusters were restricted to genes with a membership value >0.5, and Fisher’s exact test was used to test for enrichment of genes of each cluster in the sets of genes DE in response to ETCHbox expression. The Benjamini and Hochberg (1995) FDR method (FDR = 0.05) was used to correct for multiple testing.

Fisher’s exact test with a Benjamini and Hochberg (1995) adjustment for multiple testing was used to test for enrichment of ‘undifferentiation’ marker genes in the lists of genes DE in response to bovine ETCHbox ectopic expression. The undifferentiation network signature consists of 266 genes (Galan et al. 2013), of which 234 had identifiable 1:1 orthologues in bovine.

### Frequency of an *ARGFX* Mutant Allele

The Bovine Genome Variation Database (Chen et al. 2020) was used to assess the allele frequency and distribution of a mutant *ARGFX* allele identified in the *B. taurus* ARS-UCD1.2 reference genome. To test whether individuals can be homozygous for the mutant form of *ARGFX* or whether it is lethal, PCR (GoTaq G2 DNA polymerase, Promega #M7841) was used to characterize the *ARGFX* gene of 11 individuals of the Jersey breed, which possess a high frequency of the mutant allele. Nasal fluid was collected from *B. taurus* individuals using GenoTube Livestock swabs (ThermoFisher Scientific #9062010). To extract genomic DNA, a 5 mm^2^ fragment was cut from the swab with sterile scalpels and minced, and then treated as a tissue sample for extraction using the DNeasy Blood and Tissue Kit (QIAGEN #69504). A primer set (pair 6) was designed with primers either side of the deletion, giving a 13 bp shorter amplicon for a mutant allele versus WT. To distinguish bands with a 13 bp difference in length, a 3% TBE (Tris–Borate–EDTA) gel was used. To test which form of *ARGFX* is present in the BFF cells, genomic DNA was extracted with a DNA Isolation Kit (Roche #11814770001) using the standard protocol, and the above primer sets used.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msac098_Supplementary_Data Click here for additional data file.

## Data Availability

Raw and processed sequencing datasets have been deposited to the NCBI Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo) under accession GSE192356.

# Supplementary material for: PRD-Class Homeobox Genes in Bovine Early Embryos: Function, Evolution, and Overlapping Roles
**Source:** Mol Biol Evol. 2022 May 5;39(5):msac098. doi: 10.1093/molbev/msac098
**Supplement:** msac098_Supplementary_Data

# **PRD-class homeobox genes in bovine early embryos: function, evolution and overlapping roles**

Thomas D. Lewin<sup>1</sup>, Ali A. Fouladi-Nashta<sup>2</sup> and Peter W. H. Holland<sup>1\*</sup>

Campus, North Mymms, Hatfield, Hertfordshire, AL9 7TA, UK

**Supplementary Figures S1 – S5**

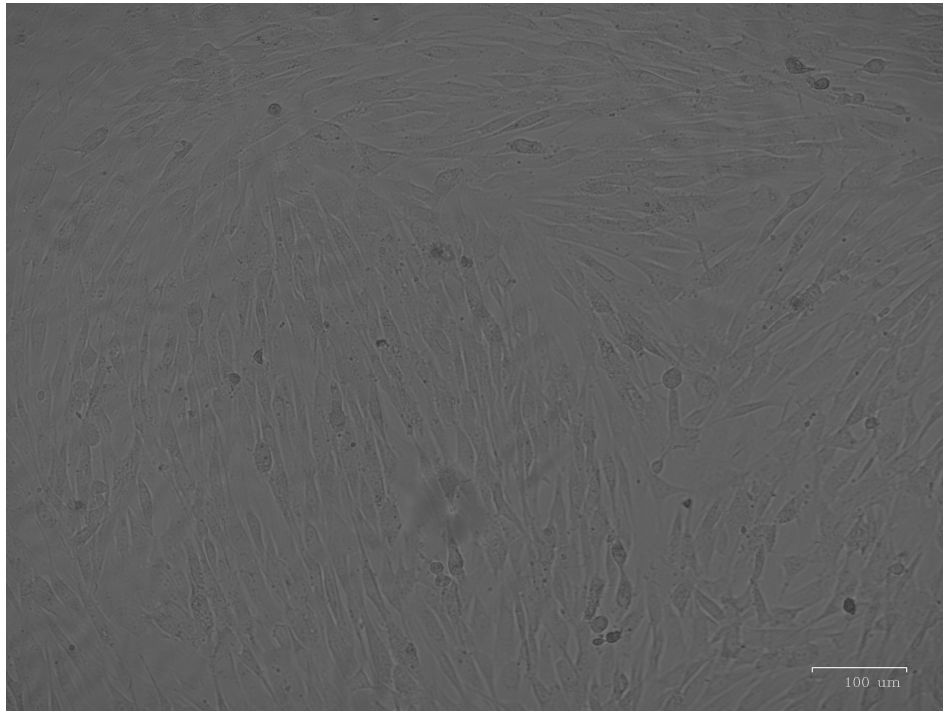

**Supplementary Fig. S1** Image of primary bovine foetal fibroblast (BFF) cells at passage 3 post-isolation. Image captured with ZOE Fluorescent Cell Imager (Bio-Rad).

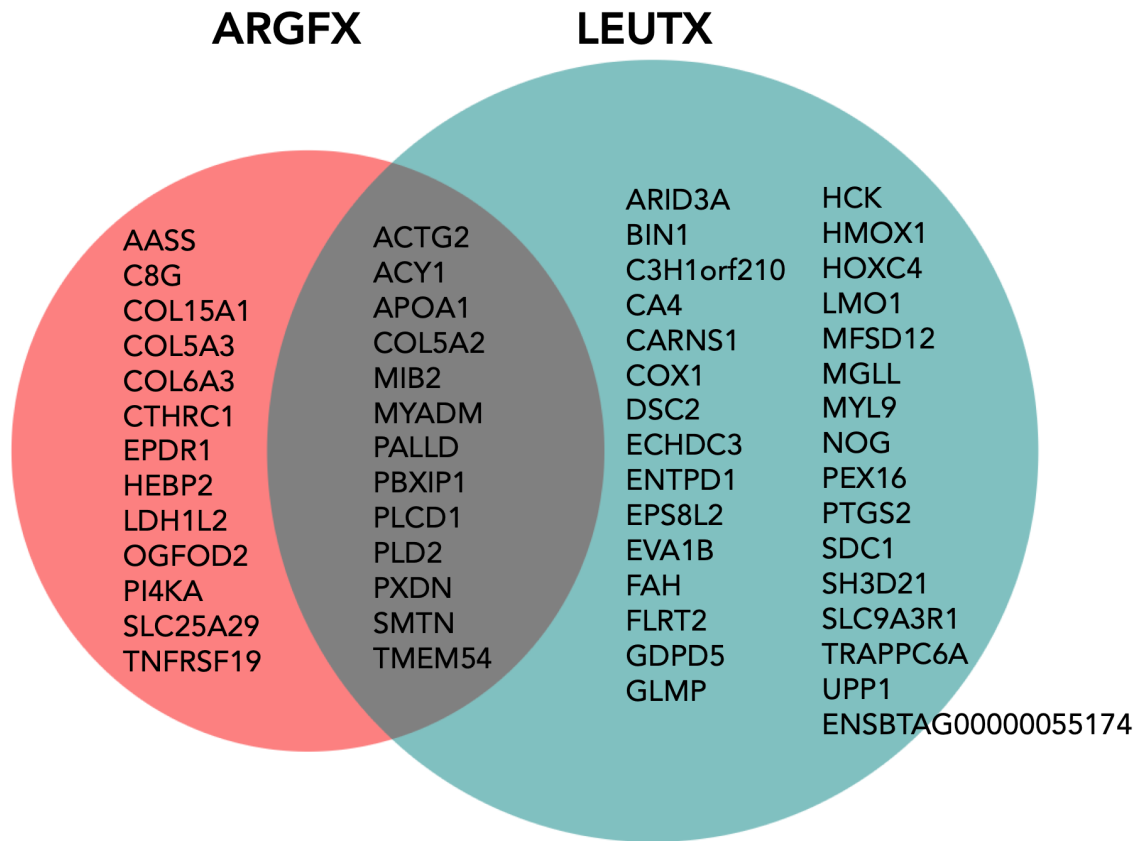

**Supplementary Fig. S2** Blastocyst genes (profile 48) that are upregulated by *ARGFX*, *LEUTX* or both genes.

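Supplementary table S2a pairs 14 of the 57 genes listed in the figure with identifiers, and the others were not analysed here. Supplementary table S2a holds the paper's own calls of genes up with ARGFX on these counts, so these increases are not an independent check. Genes the figure lists for LEUTX alone are not among the 14. With WT ARGFX 13 of the 14 were called up. APOA1 rose by a log2 fold change of 4.28 (standard error 0.32, adjusted p = 5.33e-08 from edgeR's quasi-likelihood test), but its mean of 4.71 CPM lay under the expression threshold. With LEUTX, 8 of the 14 were called up. ACY1 rose by 2.19 and PLCD1 by 0.78 on the log2 scale, while AASS and C8G, listed for ARGFX alone, rose by 0.43 and 0.50. C8G lay apart in one of the unnumbered WT ARGFX samples, at 23.8 CPM against 18.4 to 19.3 in the others. With mutant ARGFX, 5 of the 14 were called up.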

```
>BFF COI gene
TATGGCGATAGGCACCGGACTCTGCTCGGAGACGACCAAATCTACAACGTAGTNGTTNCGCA
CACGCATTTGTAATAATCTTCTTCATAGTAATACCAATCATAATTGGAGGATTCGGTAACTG
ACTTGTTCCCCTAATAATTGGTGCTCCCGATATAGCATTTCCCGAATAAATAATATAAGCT
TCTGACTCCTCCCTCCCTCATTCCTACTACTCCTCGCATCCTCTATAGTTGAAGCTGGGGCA
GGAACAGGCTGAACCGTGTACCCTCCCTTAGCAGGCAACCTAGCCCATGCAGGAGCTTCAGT
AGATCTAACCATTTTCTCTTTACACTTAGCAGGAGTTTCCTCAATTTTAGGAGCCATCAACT
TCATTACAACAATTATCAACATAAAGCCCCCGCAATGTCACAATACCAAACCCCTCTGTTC
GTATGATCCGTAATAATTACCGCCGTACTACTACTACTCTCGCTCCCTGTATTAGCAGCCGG
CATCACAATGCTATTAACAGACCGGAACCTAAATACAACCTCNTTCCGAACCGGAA
```

**Supplementary Fig. S3** *Cytochrome c oxidase subunit I (COI)* gene of the cultured bovine foetal fibroblasts, sequenced by Sanger sequencing.

```

>LEUTX
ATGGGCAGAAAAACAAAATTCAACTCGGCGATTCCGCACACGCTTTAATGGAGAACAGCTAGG
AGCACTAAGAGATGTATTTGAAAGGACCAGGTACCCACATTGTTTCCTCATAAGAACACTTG
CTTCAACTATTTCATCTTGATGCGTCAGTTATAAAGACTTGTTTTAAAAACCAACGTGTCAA
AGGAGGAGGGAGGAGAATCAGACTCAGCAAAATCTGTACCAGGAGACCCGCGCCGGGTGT
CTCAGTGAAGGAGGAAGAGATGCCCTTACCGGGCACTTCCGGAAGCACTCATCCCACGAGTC
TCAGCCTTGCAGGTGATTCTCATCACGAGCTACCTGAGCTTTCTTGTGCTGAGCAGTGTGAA
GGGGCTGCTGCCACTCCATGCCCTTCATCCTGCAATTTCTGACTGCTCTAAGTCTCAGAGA
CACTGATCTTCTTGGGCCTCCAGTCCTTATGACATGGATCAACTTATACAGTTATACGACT
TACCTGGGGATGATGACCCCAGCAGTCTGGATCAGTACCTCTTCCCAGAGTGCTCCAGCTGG
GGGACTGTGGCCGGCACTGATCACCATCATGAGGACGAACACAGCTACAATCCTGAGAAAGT
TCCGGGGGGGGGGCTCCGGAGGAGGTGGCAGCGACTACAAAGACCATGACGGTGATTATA
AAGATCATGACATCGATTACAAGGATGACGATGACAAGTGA

>ARGFX
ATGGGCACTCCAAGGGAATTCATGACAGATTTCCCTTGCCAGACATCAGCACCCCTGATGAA
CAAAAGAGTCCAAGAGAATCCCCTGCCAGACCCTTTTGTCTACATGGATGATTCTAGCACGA
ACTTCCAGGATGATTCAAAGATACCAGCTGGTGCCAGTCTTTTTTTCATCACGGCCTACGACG
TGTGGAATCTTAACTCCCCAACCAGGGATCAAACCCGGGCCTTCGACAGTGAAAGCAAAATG
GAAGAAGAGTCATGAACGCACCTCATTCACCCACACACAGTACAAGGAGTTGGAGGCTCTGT
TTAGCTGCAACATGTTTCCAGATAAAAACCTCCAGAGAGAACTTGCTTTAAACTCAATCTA
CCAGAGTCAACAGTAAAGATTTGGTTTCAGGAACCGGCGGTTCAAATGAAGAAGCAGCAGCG
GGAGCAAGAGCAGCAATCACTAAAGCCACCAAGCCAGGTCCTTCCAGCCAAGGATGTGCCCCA
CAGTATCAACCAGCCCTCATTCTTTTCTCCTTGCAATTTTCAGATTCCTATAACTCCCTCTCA
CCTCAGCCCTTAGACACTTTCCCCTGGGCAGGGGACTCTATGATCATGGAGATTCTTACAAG
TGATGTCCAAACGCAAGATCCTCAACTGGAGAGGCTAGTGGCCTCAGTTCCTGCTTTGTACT
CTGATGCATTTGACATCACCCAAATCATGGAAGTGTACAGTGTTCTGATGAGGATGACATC
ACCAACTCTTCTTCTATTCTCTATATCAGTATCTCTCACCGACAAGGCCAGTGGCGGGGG
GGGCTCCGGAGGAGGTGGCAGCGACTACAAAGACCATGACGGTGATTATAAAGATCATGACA
TCGATTACAAGGATGACGATGACAAGTGA

>ARGFX mutant
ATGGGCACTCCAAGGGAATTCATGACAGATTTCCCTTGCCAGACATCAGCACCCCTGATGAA
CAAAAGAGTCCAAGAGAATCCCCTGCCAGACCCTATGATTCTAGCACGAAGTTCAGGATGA
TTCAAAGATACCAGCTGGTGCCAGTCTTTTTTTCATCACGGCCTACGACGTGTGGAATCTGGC
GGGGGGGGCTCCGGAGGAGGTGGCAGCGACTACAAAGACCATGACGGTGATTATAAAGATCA
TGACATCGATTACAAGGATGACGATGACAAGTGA

```

**Supplementary Fig. S4** Sequences of ectopically expressed ETCHbox genes, including GGGGSGGGGS linkers (blue) and 3xFLAG (red).

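The figure gives the coding sequences placed in the expression plasmids. Each ETCHbox sequence is followed by a flexible linker of glycine and serine residues and then by 3 copies of the FLAG epitope, a short peptide that an antibody recognises, so that the expressed protein can be seen by immunofluorescence.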

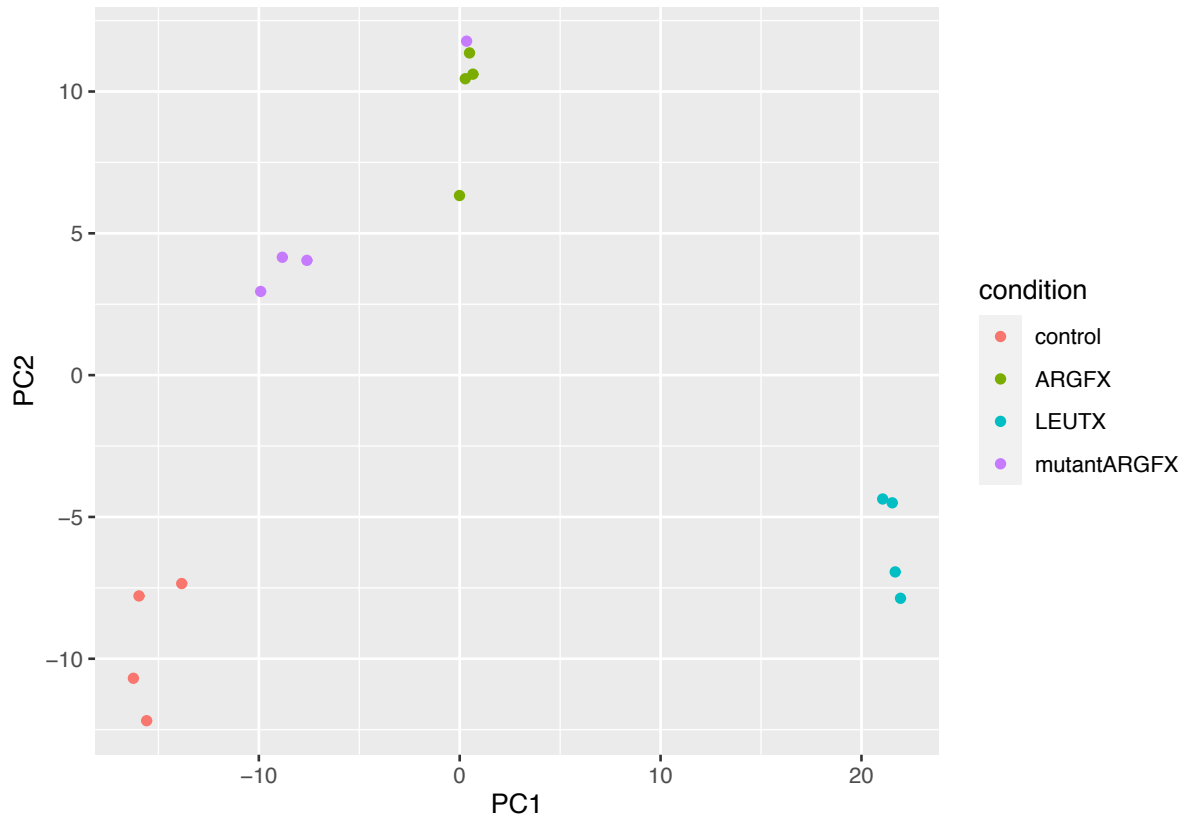

**Supplementary Fig. S5** Principle Component Analysis (PCA) to test for outliers in the RNA-seq replicates. Figure shows PCA biplot including control, *LEUTX*, WT *ARGFX* and mutant *ARGFX* samples. *LEUTX*, WT *ARGFX* and mutant *ARGFX* samples are well separated by PCA, except for one *ARGFX* mutant sample, which is an outlier, clustering with WT *ARGFX*. This sample was removed before differential expression analysis.

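On the 500 most variable genes, in log2 CPM, the first principal component of the 15 samples held 71.5% of the variance and the next 15.0%. The control, mutant ARGFX, WT ARGFX and LEUTX samples had mean scores on the first component of -32.55 ± 1.67, -22.22 ± 1.27, -4.63 ± 0.99 and 53.8 ± 0.36 (SD, n = 4, 3, 4 and 4). The smallest distance between samples of different groups was 18.99 and the largest within a group 5.05. On all 14264 tested genes these distances were 21.6 and 19.6.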

How the deposited data were processed for this re-analysis (not part of the article)

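The study measured gene expression in primary bovine fetal fibroblasts transfected with a control plasmid, WT ARGFX, mutant ARGFX or LEUTX. The authors quantified the reads with kallisto against the ARS-UCD1.2 transcriptome with the ETCHbox sequences added, and made gene-level estimated counts with tximport. The deposited table holds these expected counts for 21665 genes and 15 samples, without normalization. No column of sample values was left unused.

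The samples were 4 control, 4 WT ARGFX, 3 mutant ARGFX and 4 LEUTX. Conditions and replicate numbers came from the sample titles, which the column headers repeat. A pair of WT ARGFX columns share one header, so both were used as WT ARGFX samples without a number. Total expected counts ranged from 25947911 to 41554242 per sample. At this depth, 3 counts were taken as the smallest amount that can be shown, and intervals and floors cover counting error only. No pair of samples within a group agreed to within sampling noise.

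The expected counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was used with its filter on low counts, TMM normalization and quasi-likelihood test, in one fit to all samples, with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was derived from the fold change and the F statistic. Genes were called at an adjusted p-value under 0.05, a fold change over 1.5 and a mean CPM above 5.37. The paper's own expression threshold is a mean TPM over 2, and the CPM threshold was matched to it on the 1998 genes of supplementary table S1 used here. The fit and its thresholds, without the one on expression, were tested on simulated counts for 14264 genes, of which 200 were changed 2-fold. edgeR recovered 95.0% of the changed genes with 8 false calls, and DESeq2 recovered 96.0% with 16. The simulation drew each gene's noise independently, without the variation that genes share in these samples. It therefore does not give the number of false calls in the data.

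Overlaps were tested with one-sided Fisher's exact tests against the genes that could have been called. Shares have Wilson intervals at 95% confidence. Python with scipy was used for these steps. The rule for the genes named was fixed before the data were examined, as were the main settings and the alternatives other than those said to be added: the genes the paper names, the 10 called genes with the largest decrease with WT ARGFX and with LEUTX, and the 3 with the largest increase in each comparison with control, the transfected genes apart. Of genes without a symbol, at most 2 that rose and 2 that fell were printed. Symbols were taken from the ETCHbox rows of the table and from 232 rows of supplementary table S2a. The RefSeq gene table used for names (assembly ARS-UCD2.0) matched none of the identifiers. Other genes that the paper names, among them the interferon-stimulated genes, were therefore not analysed here, and neither was a planned test of an interferon list.

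Replicate numbers were taken from the sample titles. The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, other expression thresholds, no filter on low counts, fits to the groups compared alone, a replicate block, a test against the fold change threshold, no fold change threshold, each sample left out in turn, other choices of control samples and another background. A surrogate variable (sva 3.50.0), a fit without the block on the numbered samples and the listed TPM of supplementary table S1 were added after seeing the data.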

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

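All tests in this part were chosen only after the pattern they bear on had been seen, and the surrogate score was added to the measures compared after the axis of variation had been seen.

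One of the unnumbered WT ARGFX samples stood apart from the other 3. Its score on a surrogate variable estimated from all samples was 0.56, against -0.19 to -0.16 in the others. It also had the highest C8G and ACTG2 levels of its group, 23.8 CPM for C8G against 18.4 to 19.3 and 675 CPM for ACTG2 against 468 to 490. ARGFX itself was highest in WT ARGFX replicate 1, at 4506 normalized CPM against 3039 to 3176 in the others. In all, 4 of 68 comparisons of this kind passed the threshold, where chance gives 3.4, so the single genes carry little weight. A mislabelled control or LEUTX sample was tested through ARGFX, whose 2866 CPM in the sample that stood apart is close to the next lowest WT ARGFX sample (3100 CPM). ARGFX levels do not tell WT from mutant ARGFX samples. On the first principal components of the 500 most variable genes, no sample lay farther than 5.05 from another sample of its group or nearer than 18.99 to a sample of another group. On all tested genes the margin was narrower, 19.6 within a group against 21.6 between groups.

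The same axis of variation ran within all 4 groups and held 35.4% of the variance within them. Gene length may underlie it. Across 1568 genes of supplementary table S1, the loading of a gene on the axis was correlated with its effective length (absolute Spearman correlation 0.645, across genes, which are not independent replicates). Across the 15 samples, with group means removed, the axis score was correlated with the number of genes detected (Pearson r = -0.855, permutation p within groups = 0.00205; Spearman rho = -0.764, permutation p = 0.00572; Pearson r = -0.743 without the 2 samples farthest out). It was not correlated with library size (Pearson r = -0.0695, permutation p = 0.742; Spearman rho = -0.05, permutation p = 0.862; Pearson r = -0.169 without the same samples). Of these 2 relations, the one with genes detected had a Benjamini-Hochberg adjusted p of 0.0041 and the one with library size of 0.742. The p-values were first computed by permuting over all samples (5e-05 and 0.806), and the permutation within groups replaced this after those values were seen. A difference in RNA integrity or library preparation between samples is a candidate explanation that the data do not test. No biological explanation was tested.

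LEUTX was called up with mutant ARGFX (log2 fold change 3.87, adjusted p = 0.036 from edgeR's quasi-likelihood test), a gene that was not transfected there. The expected counts in the 3 mutant libraries were 7.19, 11.3 and 1.03, against at most 1 in each control library, so the fold is at least 1.92. The call was lost with the replicate block (adjusted p = 0.0637), and adjusted p ranged from 0.00522 to 0.39 over the alternatives. A candidate explanation is that some reads match both transfected sequences and were split between them: in 7 of the 7 libraries where the ARGFX or LEUTX value was not whole, their sum was whole to the precision listed. A fixed tolerance of 0.001, which was set first, gave 6 of 7, and the criterion was changed after that result was seen. The sum is whole however few reads are split, so this does not show that splitting produced the LEUTX counts. Reads crossing between libraries could not be separated from such splitting. The exact two-sided permutation p for mutant against control libraries was 0.0571, the smallest that 3 against 4 libraries allow. A difference between them would not tell these explanations apart.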

How the results depend on the processing

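Across all alternatives, 551 of the 573 values of the main results kept their direction and their side of the threshold, or stayed within 1.5 times the count. The others changed under the 4 settings given next, and the cause was not tested.

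Testing against a fold change of 1.5 with glmTreat lowered the counts to 67 genes up and 251 down with WT ARGFX, 637 and 686 with LEUTX, and 2 and 62 with mutant ARGFX. It left 74 genes that differed between WT and mutant ARGFX and 60 changed alike by all 3 constructs. The shares of WT ARGFX genes also changed with mutant ARGFX were then 2.99% for up and 24.7% for down, in place of 18.5% and 38.7%. Other shares rose. Those of WT ARGFX genes also changed with LEUTX were 62.7% and 78.1%, in place of 45.2% and 64.7%. All of the 2 upregulated and 62 downregulated mutant ARGFX genes were called the same way with WT ARGFX. The transfected ARGFX is among those 2 upregulated genes, and the 2.99% counts it too. Without an expression threshold the counts were 877 and 978 with WT ARGFX, 1827 and 1990 with LEUTX, and 180 and 366 with mutant ARGFX. Without a fold change threshold they were 1866 and 1742, 2395 and 2704, and 535 and 725, with 887 genes changed alike by all 3 constructs. With all genes as the background, the share of WT ARGFX upregulated genes that were downregulated with LEUTX, 7.62%, went from below to above the background (one-sided Fisher's exact test, p = 0.0303).

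DESeq2 called 518 genes up and 614 down with WT ARGFX, and DESeq2's size factors within edgeR 512 and 612. Across the 15 fits that each left out one sample, 496 to 681 genes were up and 584 to 650 down with WT ARGFX. With the replicate block, the WT ARGFX counts were 581 and 588. With 1 surrogate variable, chosen after seeing the data, they were 580 and 590. Also chosen after seeing the data, the listed mean TPM in place of the matched CPM gave 71 in place of 72 upregulated genes and 79 in place of 72 downregulated genes with WT ARGFX among the genes of supplementary table S1, of which 63 and 69 were shared.

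MMP3 did not change with mutant ARGFX, and its log2 fold change ranged from -0.17 to 0.21 across the fits that each left out one sample. Among 1494 values for the named genes with a symbol and a few of those without, 73 were weaker, 13 stronger and 3 reversed, these in MMP3. This set of genes was narrowed after the values were seen. Over all 38 named genes and all comparisons, 79 were weaker, 13 stronger and 14 reversed.

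Of the 35 splits of the samples of each comparison, the real one included, no other split called as many genes as the real one, so the count was 1 of 35 for WT ARGFX, LEUTX and mutant ARGFX against control and for WT against mutant ARGFX. Among splits that part as many same-numbered pairs, it was 1 of 12, 1 of 8, 1 of 8 and 1 of 12, too few to reach a share under 0.05; the remaining splits leave at least one same-numbered pair together. The most genes another split called were 635 for WT ARGFX, 0 for LEUTX, 137 for mutant ARGFX and 79 for WT against mutant ARGFX.

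A threshold on mean TPM computed from reference transcript lengths was not run, since the gene table used for names matched none of the identifiers. Effective lengths were used only for genes of supplementary table S1. The interferon list was not run, since its genes could not be located by the symbols used here.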

Differences from the paper's values

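The paper gives 77.7 M reads for the sample with fewest and 120.9 M for the one with most, and the total expected counts here were 25.9 M and 41.6 M. These are different measures, and none of the alternatives set before the data were examined bears on them.

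No count of genes or share of an overlap differed from the paper's by more than 1.5 times. The paper finds one gene more than the 7 found here shared among the 10 largest decreases. Of the alternatives, 8 were shared without an expression threshold, with a mean CPM above 1 or above 10, and without LEUTX replicate 1. Without the replicate block on the 13 numbered samples, a setting chosen after seeing the values, 6 were shared. The paper lists APOA1 as upregulated by ARGFX and LEUTX. Here its log2 fold changes were 4.28 and 3.70, and it was not called because its mean of 4.71 CPM was under the threshold; it passes with a mean CPM above 1 and with no expression threshold. Of the 232 genes read from supplementary table S2a, 200 were called here and 231 with no expression threshold.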

Other observations

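The test of ARGFX RNA levels was chosen only after those levels were seen, and the tests of gene length and of the surrogate variable only after the relation of gene length to the axis within groups was seen.

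The share of mutant ARGFX genes that WT ARGFX also changes may be raised by the control samples that both comparisons share. With a separate pair of controls for each construct, 64.2% of the genes upregulated with mutant ARGFX were also upregulated with WT ARGFX, against 93.2% with the same pair for both. For downregulated genes the shares were 85.2% and 95.5%. Shared controls do not account for the whole overlap: with separate controls the lowest odds ratio over the 6 assignments and both directions was 6.54 for WT with mutant ARGFX and 3.11 for WT ARGFX with LEUTX.

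Fewer genes were called with mutant than with WT ARGFX. A lower ARGFX CPM is not an explanation. Mean ARGFX CPM with the mutant was 1.60 times that with WT ARGFX (exact two-sided permutation test, p = 0.114). The smallest p that this design allows is 0.0571. CPM is not adjusted for length and the mutant insert is shorter, so this ratio does not compare numbers of transcripts. Nor is the smaller group an explanation. With any single WT ARGFX sample left out, at least 1086 genes were still called with WT ARGFX against 355 with the mutant. Protein levels were not measured in these data. The paper left out a mutant sample that clustered with WT ARGFX, and how it would change these counts was not tested. The genes called with WT ARGFX alone may respond more weakly to the mutant rather than not at all. With separate control pairs, at least 82.9% of them changed in the WT ARGFX direction with the mutant, where chance would divide them evenly. On the genes of supplementary table S1 alone at least 83.3% did, and at least 89.8% with the trend on gene length taken out. Taking it out hardly moved the share in most of the 6 assignments, so this is weak evidence on gene length.

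Gene length was also tested as a source of the fold changes on 1568 genes of supplementary table S1. The Spearman correlation of log2 fold change with effective length, across genes, was -0.0127 with LEUTX, 0.203 with WT ARGFX and 0.349 with mutant ARGFX; genes are not independent replicates. Part of the mutant response may thus follow gene length. With the surrogate variable as a covariate that correlation was 0.237, so the axis within groups accounts for some of it at most. Taking length out did not lower the likeness of the WT and mutant responses by much. With separate control pairs, their Spearman correlation across genes ranged from 0.385 to 0.679. Given length, the partial correlation ranged from 0.486 to 0.660. The adjustment took out little, so it is weak evidence on whether length contributes to this likeness.

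A response to expressing any construct is a candidate explanation for genes changed alike by all 3. Within 5 classes of the size of the WT ARGFX change, genes that mutant ARGFX also changed were more often changed by LEUTX (Mantel-Haenszel odds ratio 1.49, one-sided permutation test within classes, p = 0.015). Before this matching the shares were 75.6% of 328 genes and 47.0% of 808. A function that the mutant protein keeps and LEUTX shares would give the same pattern, so the test cannot separate them. The 3 comparisons also shared their control samples, which could raise this odds ratio, and that was not tested.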
